# The E–Id protein axis modulates the activities of the PI3K–AKT–mTORC1–Hif1a and c-myc/p19Arf pathways to suppress innate variant T_FH_ cell development, thymocyte expansion, and lymphomagenesis

**DOI:** 10.1101/gad.255331.114

**Published:** 2015-02-15

**Authors:** Masaki Miyazaki, Kazuko Miyazaki, Shuwen Chen, Vivek Chandra, Keisuke Wagatsuma, Yasutoshi Agata, Hans-Reimer Rodewald, Rintaro Saito, Aaron N. Chang, Nissi Varki, Hiroshi Kawamoto, Cornelis Murre

**Keywords:** Id proteins, T-cell quiescence, T-cell lymphoma,, tumor suppressor, FOXO/mTORC1 pathway, c-Myc/p19Arf

## Abstract

It is now well established that the E and Id protein axis regulates multiple steps in lymphocyte development. However, it remains unknown how E and Id proteins mechanistically enforce and maintain the naïve T-cell fate. Here we show that Id2 and Id3 suppressed the development and expansion of innate variant follicular helper T (T_FH_) cells. Innate variant T_FH_ cells required major histocompatibility complex (MHC) class I-like signaling and were associated with germinal center B cells. We found that Id2 and Id3 induced *Foxo1* and *Foxp1* expression to antagonize the activation of a T_FH_ transcription signature. We show that Id2 and Id3 acted upstream of the Hif1a/Foxo/AKT/mTORC1 pathway as well as the c-myc/p19Arf module to control cellular expansion. We found that mice depleted for *Id2* and *Id3* expression developed colitis and αβ T-cell lymphomas. Lymphomas depleted for *Id2* and *Id3* expression displayed elevated levels of *c-myc*, whereas *p19Arf* abundance declined. Transcription signatures of *Id2*- and *Id3*-depleted lymphomas revealed similarities to genetic deficiencies associated with Burkitt lymphoma. We propose that, in response to antigen receptor and/or cytokine signaling, the E–Id protein axis modulates the activities of the PI3K–AKT–mTORC1–Hif1a and c-myc/p19Arf pathways to control cellular expansion and homeostatic proliferation.

## Abstract (precis)

Miyazaki et al. show that Id2 and Id3 suppress the development and expansion of innate variant T_FH_ cells by acting upstream of the Hif1a/Foxo/AKT/mTORC1 pathway as well as the c-myc/p19Arf module. Mice depleted for Id2 and Id3 expression developed colitis and αβ T-cell lymphomas, and the transcription signatures of Id2- and Id3-depleted lymphomas revealed similarities to genetic deficiencies associated with Burkitt lymphoma.

The differentiation of T-lineage cells is initiated in the thymus. Soon after arriving in the thymus, T-cell progenitors initiate TCRβ locus rearrangement, undergo limited expansion, and initiate a T-lineage-specific program of gene expression. This developmental stage is characterized by the lack of expression of the coreceptors CD4 and CD8 and is commonly referred to as the double-negative (DN) stage. Once a functional TCRβ chain has been generated and the pre-TCR is assembled and expressed, DN cells undergo rapid expansion and give rise to CD4^+^CD8^+^ double-positive (DP) cells (Carpenter and Bosselut 2010). Upon reaching the DP compartment, thymocytes exit the cell cycle, initiate TCRα locus rearrangement, and undergo positive and negative selection (Singer et al. 2008; Kreslavsky et al. 2010). The lymphoid populations can be segregated into adaptive or innate immune cells. The selection process permits the developmental progression of a selected group of adaptive T-lineage cells that have acquired a TCR with moderate affinity for major histocompatibility complex (MHC) class II (CD4 single positive [CD4SP]) or class I (CD8SP) associated with self-antigens (Klein et al. 2014). On the other hand, innate T-lineage cells are selected by CD1 for invariant natural killer T (iNKT) cells and by MHC-related protein MR1 for mucosal-associated invariant T lymphocytes (MAIT) (Bendelac et al. 2007; Gold and Lewinsohn 2013)

Adaptive B and T cells express an enormously diverse antigen receptor repertoire. They maintain a naïve lymphoid cell state until they encounter invading pathogens, upon which they expand and differentiate into effector cells. Innate lymphoid cells (ILCs) carry germline-encoded receptors or express a limited antigen receptor repertoire and have the potential to rapidly induce cytokine expression (Cerutti et al. 2013; Verykokakis et al. 2014). The innate lymphoid system is comprised of multiple cell types, including natural killer (NK), lymphoid tissue inducer (LTi), type 2 ILCs, and innate-like B and T cells (Diefenbach et al. 2014). The innate-like B- and T-cell compartment consists of marginal zone B cells, iNKT cells, MAIT cells, and subsets of γδ T cells. ILCs act primarily by modulating the activities of adaptive immune cells.

It is now established that a large majority of developmental trajectories in the thymus involve regulation by members of the helix–loop–helix (HLH) family (Rothenberg 2014). These include E proteins as well as Id proteins. Four E proteins have been identified and characterized. They include E12, E47, HEB, and E2-2. E12 and E47 are encoded by the E2A locus and are generated by differential splicing. E protein DNA-binding activity is regulated by the Id gene products, named Id1–4. Id proteins contain an HLH dimerization domain but lack the basic DNA-binding region. They function predominantly by antagonizing the DNA-binding activities of E proteins (Benezra et al. 1990; Lazorchak et al. 2005; Miyazaki et al. 2014).

E protein levels are abundant in T-cell progenitors, where they activate TCRβ V(D)J locus rearrangement and induce the expression of genes encoding for members of the Notch and pre-TCR signaling cascade (Ikawa et al. 2006; Agata et al. 2007). E47 expression declines in resting DP cells and decreases further upon maturating beyond the TCR checkpoint (Engel et al. 2001; Miyazaki et al. 2011). High E2A expression prevents developmental progression, whereas decreasing E2A and HEB levels promote positive selection (Rivera et al. 2000; Jones and Zhuang 2007). HEB acts in the DP compartment to promote the development of NKT cells (D’Cruz et al. 2010). The traversal of these checkpoints in response to pre-TCR, γδ TCR, and αβ TCR signals is facilitated by the induction of Id3 expression. Beyond the pre-TCR, γδ TCR, and αβ TCR checkpoints, Id3 expression is required to maintain the naïve state (Verykokakis et al. 2010, 2014; Miyazaki et al. 2011; Li et al. 2013). The combined activities of Id2 and Id3 are required to promote efficient developmental progression of CD8SP cells (Jones-Mason et al. 2012).

Here we examined how Id2 and Id3 act mechanistically beyond the TCR checkpoint to orchestrate T-cell fate. We found that the activation of *Id3* and *Id2* expression in DP cells is sequential and that Id2 and Id3 suppressed the development and expansion of innate variant follicular helper T (T_FH_)-like cells acting in turn to promote the ectopic development of germinal center (GC) B cells. The innate T_FH_-like cells carried a highly restricted antigen receptor repertoire indicative of a self-renewing population. We identified a genetic network involving the Id–E protein, AKT–FOXO–mTOR, and Myc–p19Arf modules, which orchestrate a self-renewal-specific program of gene expression. Finally, mice depleted for *Id2* and *Id3* in T cells developed colitis as well as T-cell lymphoma. Collectively, these data point to a regulatory circuitry that underpins the mechanism by which Id2 and Id3 act to antagonize an innate variant T_FH_-specific program of gene expression, maintain thymocyte quiescence, and suppress the development of lymphoma.

## Results

### Expression patterns of Id2 and Id3 in positively selected thymocytes

Previous studies have demonstrated that *Id3* expression is induced at the pre-TCR checkpoint and further elevated during the positive selection process, whereas *Id2* expression is low in positively selected DP cells but elevated in CD4SP or CD8SP cells (Bain et al. 2001; Engel et al. 2001; Miyazaki et al. 2011; Jones-Mason et al. 2012). To examine in greater detail how *Id2* and *Id3* expression is regulated during positive selection, we used *Id2*-YFP and *Id3*-GFP reporter mice (Yang et al. 2011a). Positively selected cells, identified as CD5^+^CD69^−^ or CD69^+^TCRβ^−^ DP cells, expressed higher levels of *Id3* but did not display significant levels of *Id2-*YFP (Fig. 1A). *Id2* expression was only detectable in TCRβ^+^ DP cells (Fig. 1A). The majority of mature CD62L^+^ CD4SP or CD8SP cells displayed abundant levels of *Id2* and *Id3* expression (Fig. 1A). Collectively, these data indicate that the induction of *Id2* and *Id3* expression during positive selection is sequential: *Id3* expression is activated by TCR signaling in positively selected cells, whereas *Id2* expression is induced at a later stage by a separate pathway, which remains to be revealed.

**Figure 1.**
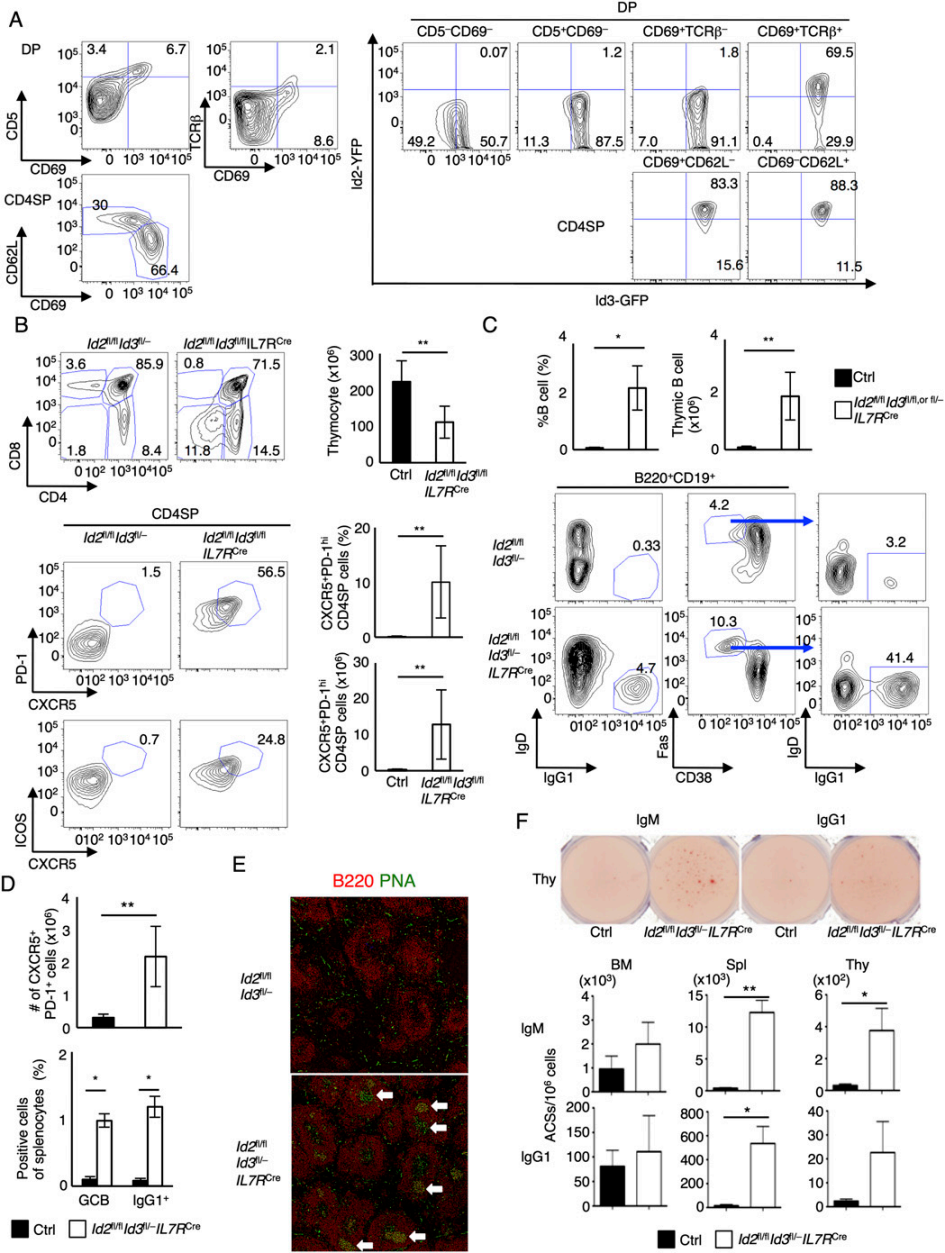
Development of CXCR5^+^PD-1^+^ αβ T cells and IgG1 class-switched B cells in thymi derived from *Id2*^fl/fl^*Id3*^fl/f*l*^*IL7R*^Cre^ mice. (*A*) Flow cytometric analysis of CD69 versus CD5 expression and CD69 versus TCRβ expression gated on CD4^+^CD8^+^ DP cells (*top left*); CD69 versus CD62L expression gated on CD4SP (CD4^+^CD8^−^TCRβ^+^) cells (*bottom left*); and GFP versus YFP expression gated on CD5^−^CD69^−^, CD5^+^CD69^−^, CD69^+^TCRβ^−^, CD69^+^TCRβ^+^ (DP), and CD69^+^CD62L^−^ and CD69^−^CD62L^+^ (CD4SP) cells (*right*). Numbers in quadrants indicate percentages of cells in each compartment. Data are representative of two independent experiments. (*B*, *top left*) Flow cytometric analysis of CD4 versus CD8 expression in total thymocytes derived from 5-wk-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ and *Id2*^fl/fl^*Id3*^fl/−^ control mice. (*Top right*) The graph shows the number of total thymocytes of 5-wk-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ and *Id2*^fl/fl^*Id3*^fl/−^ control mice. The *bottom* panels show the expression of CXCR5 and PD-1 (*middle*) and CXCR5 and ICOS (*bottom*) gated on CD4SP (CD4^+^CD8^−^TCRβ^+^) cells. The absolute number and frequency of gated cells are shown in adjacent panels. Numbers in plots refer to CXCR5^+^PD-1^+^ and CXCR5^+^ICOS^+^ cells. Data represent the mean ± SD from two independent experiments analyzing four 5-wk-old mice. (*C*) The *top* graphs show the percentage and absolute number of B cells (B220^+^CD19^+^) in thymi derived from 5-wk-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ and littermate control mice. Flow cytometric analysis of IgG1 versus IgD expression and CD38 versus Fas expression gated on the B220^+^CD19^+^ population. The *bottom right* panel shows IgG1 and IgD expression gated on the CD38^−^Fas^hi^ cells. Data represent the mean ± SD from two independent experiments analyzing four 5-wk-old mice. (*D*) The absolute number of CXCR5^+^PD-1^+^ CD4T cells and frequency of GC (Fas^+^GL7^+^) B cells and IgG1 class-switched (IgG1^+^IgD^−^) B cells in spleens derived from 5-wk-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ mice. Data represent the mean ± SD from two independent experiments analyzing four 5-wk-old mice. (*E*) Representative immunofluorescence staining with anti-B220 antibody and PNA in spleens derived from 5-wk-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ mice. Arrows indicate PNA^+^ GCs. (*F*) Representative ELISPOT wells using thymocytes (*top*) and the frequency of IgM- or IgG1-secreting cells in bone marrow (BM), spleen (Spl), and thymus (Thy) derived from 6-mo-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ and littermate control mice (*middle* and *bottom*) are shown. (*E*) Data are representative of two independent experiments with three mice each. (*) *P* < 0.05; (**) *P* < 0.01 (Student’s *t*-test).

### Development of T_FH_-like cells and GC formation in primary and peripheral lymphoid organs derived from Id2^fl/fl^Id3^fl/fl^IL7R^Cre^ mice

Previous studies have demonstrated key roles of E and Id proteins in enforcing and modulating the pre-TCR and TCR checkpoints (Bain et al. 1999; Engel et al. 2001; D’Cruz et al. 2010; Miyazaki et al. 2011; Jones-Mason et al. 2012). To evaluate the roles of Id2 and Id3 throughout thymocyte development, we used *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ mice to ablate Id2 and Id3 expression in common lymphoid progenitors (CLPs) (Schlenner et al. 2010; Jones-Mason et al. 2012; Niola et al. 2012). Consistent with previous observations, the CD8SP compartment was virtually absent in *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ mice (Fig. 1B; Jones-Mason et al. 2012). Additionally, *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ mice displayed an increase in the total number of DN cells that expressed TCRβ (Supplemental Fig. 1A). Since a previous study showed aberrant development of T_FH_-like cells in thymi derived from *Id3*-null mutant mice, we examined *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ mice for CXCR5, PD-1, and ICOS expression (Miyazaki et al. 2011). We found that a large fraction of CD4SP and DN TCRβ^+^ as well as iNKT cells expressed CXCR5, PD-1, and ICOS in thymi derived from 5-wk-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ mice (Fig. 1B; Supplemental Fig. 1A,B). CXCR5^+^PD-1^+^ T_FH_-like cells were detectable in *Id3*^−/−^, *Id3*^fl/−^*CD4*^Cre^, and *Id3*^fl/fl^*IL7R*^Cre^ mice but not in *Id2*^fl/fl^*IL7R*^Cre^ mice (Supplemental Fig. 1C,D). The T_FH_-like populations were accompanied by increased numbers of B220^+^CD19^+^ thymic B cells, Fas^hi^CD38^−^ GC B cells, and IgG1 class-switched cells (Fig. 1C). We found that the segregation of cortical and medullary regions was completely abolished, and B220^+^ cells were observed throughout the thymi derived from 5-wk-old *Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ mice (Supplemental Fig. 1E). In addition, we noted spontaneous GCs in the spleens derived from *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ mice, accompanied by fewer naïve CD4 T cells and an increased number of T_FH_ cells (Fig. 1D,E; Supplemental Fig. 2A,B). The elevated number of T_FH_ cells was associated with the development of GC B cells, IgG1 class-switched B cells, plasma blasts, and plasma cells (Fig. 1D; Supplemental Fig. 2C). Furthermore, substantial numbers of IgM- and IgG1-secreting cells were detected in thymi and spleens, but not in the bone marrow, derived from 4- to 6-mo-old *Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ mice (Fig. 1F). Taken together, these data indicate that *Id2* and *Id3* suppress the development and/or selection of T_FH_-like cells and GC B cells in primary and peripheral lymphoid organs.

### Development of innate T_FH_-like cells in Id2^fl/fl^Id3^fl/fl^IL7R^Cre^ mice

To examine in greater detail the phenotypes associated with the development of T_FH_-like cells, CD4SP cells were analyzed for the expression of markers associated with maturation and migration. In line with previous studies, we found that TCRβ^hi^ DP and CD4SP thymocytes displayed aberrant CCR7, CXCR4, CD62L, and CD69 expression in *Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ mice (Fig. 2A; Jones-Mason et al. 2012). The level of CD44 expression displayed by *Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ CD4SP thymocytes was distinct from that observed for splenic CD4^+^ T cells, suggesting that the CD4SP cells in the thymus were not derived from recirculating CD4^+^ T cells (Fig. 2B). Previous studies have demonstrated that a fraction of CD4SP cells derived from *Id3*^−/−^ thymi aberrantly expressed PLZF or Eomes (Verykokakis et al. 2010, 2013; Miyazaki et al. 2011; Li et al. 2013; D’Cruz et al. 2014). The fraction of thymocytes expressing PLZF was increased in the thymi and spleens derived from *Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ mice, while Eomes expressors were mostly lacking (Fig. 2C). Since PLZF is the transcription factor that is expressed in innate T cells such as iNKT cells, we examined whether the innate T_FH_-like population was distinct from that of iNKT cells. We found that only a small fraction of CXCR5^+^ CD4SP cells represented iNKT cells and that the majority of CXCR5^+^ CD4SP cells expressed PLZF (Fig. 2D,E). Furthermore, we found significantly increased numbers of IL-4- but not IFN-γ-producing CD4SP cells (Fig. 2F). Taken together, these data indicate that depletion of *Id2* and *Id3* expression at an early developmental stage results in the development of an innate T_FH_-like population in the thymus.

**Figure 2.**
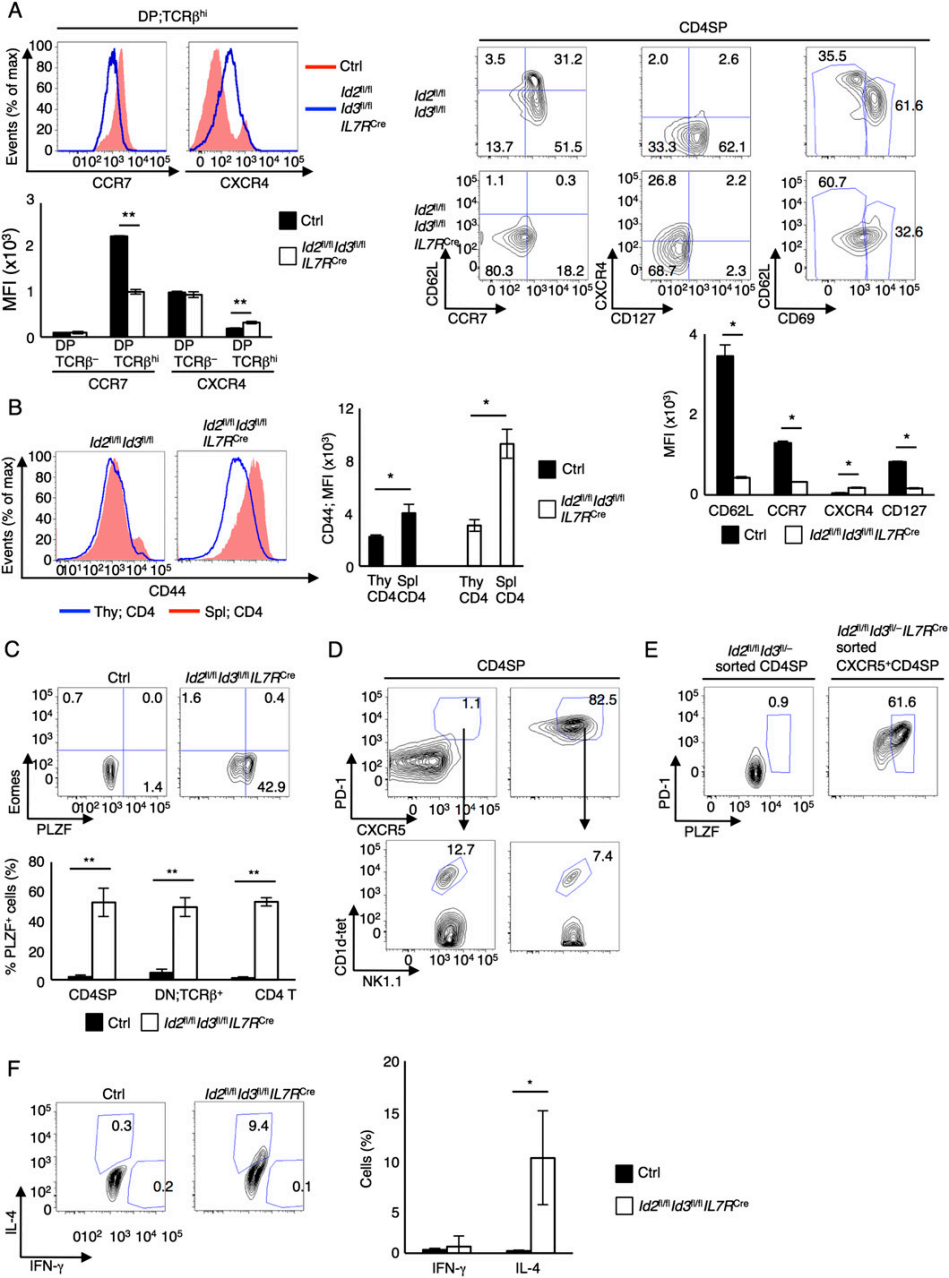
Id2 and Id3 suppress the development of PLZF-expressing non-iNKT αβ T cells. (*A*, *left*) Flow cytometric analysis of CCR7 and CXCR4 gated on TCRβ^+^ DP cells derived from 6-wk-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ and littermate control mice. (*Bottom left*) The graph shows CCR7 and CXCR4 expression in CD69^−^TCRβ^−^ and TCRβ^+^ DP cells presented as mean fluorescence intensity (MFI). Flow cytometric analysis of CCR7 versus CD62L, CD127 versus CXCR4, and CD69 versus CD62L gated on CD4SP cells derived from 6-wk-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ and littermate control mice. Numbers adjacent to the outlined areas or in quadrants indicate the percentage of cells in the population that was examined. (*Bottom right*) The graph shows the CD62L, CCR7, CXCR4, and CD127 expression in CD4SP cells, presented as MFI. Data are representative of one experiment with 6-wk-old mice (mean ± SD; *n* = 3). (*B*) Flow cytometric analysis of CD44 expression in CD4SP thymocytes (blue) and splenic CD4 T cells (red) derived from 6- to 8-wk-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ and *Id2*^fl/fl^*Id3*^fl/fl^ control mice. The *right* panel shows the expression of CD44 in CD4SP thymocytes and splenic CD4 T cells, presented as MFI. Data are representative of one experiment with 6-wk-old mice (mean ± SD; *n* = 4). (*C*, *top*) Flow cytometric analysis of PLZF versus Eomes expression gated on CD4SP cells derived from *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ and control thymus. (*Bottom*) The graph shows the percentage of PLZF-expressing cells in CD4SP, DN;TCRβ^+^ in the thymus and CD4 T cells in the spleen. Numbers in quadrants indicate the percentages of cells. Data are representative of three independent experiments with 6-wk-old mice (mean ± SD; *n* = 4 biological replicates). (*D*) Representative flow cytometric analysis of CXCR5 versus PD-1 expression gated on CD4SP cells and CD1d-tet versus TCRβ expression gated on CXCR5^+^PD-1^+^ CD4SP cells derived from 8-wk-old thymus. (*E*) Flow cytometric analysis of PLZF and PD-1 expression in sorted CXCR5^+^ CD4SP cells (CD4^+^CD8^−^TCRβ^+^CD1d-tet^−^CXCR5^+^) from *Id2*^fl/fl^*Id3*^fl/−^*IL7R*^Cre^ thymus and sorted control CD4SP cells. Numbers indicate PLZF^+^ cells. (*F*, *top*) Cytokine expression in CD4SP cells derived from *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ and control thymi. (*Bottom*) The graph shows the percentage of IFN-γ^+^ and IL-4^+^ cells in CD4SP cells. Data are representative of three independent experiments with 6-wk-old mice (mean ± SD; *n* = 3 biological replicates). (*) *P* < 0.05; (**) *P* < 0.01 (Student’s *t*-test).

### Rapidly expanding innate T_FH_-like cells in Id2^fl/fl^Id3^fl/fl^IL7R^Cre^ mice

To obtain further insight into the mechanism that underpins the roles of Id2 and Id3 in thymocyte development, *Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ thymi were examined for abnormalities upon aging. We found that at 2 wk after birth, thymi derived from *Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ mice displayed a complete block in positive selection, with a pronounced defect during the CD69^+^TCRβ^−^-to-CD69^+^TCRβ^hi^ transition (Fig. 3A). For comparison, we analyzed DP cells derived from *TCRα*^−/−^ mice for CD5 or CD69 expression. We found that DP cells derived from *TCRα*^−/−^ thymi did not display either CD69 or CD5 expression (Supplemental Fig. 3A). These data suggest that DP thymocytes that have received a TCR signal required Id2 and Id3 expression to fully differentiate into the TCRβ^hi^ stage. However, unlike the complete block in positive selection observed in 2-wk-old mice, we found that in adult (4- to 8-wk-old) mice, CD4SP cells in *Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ mice readily were detectable and continued to expand (Fig. 3B, top; Supplemental Fig. 3B). A significant fraction of the expanding CD4SP populations displayed CXCR5 and PD-1 expression (Fig. 3B, bottom; Supplemental Fig. 3B). The expanding CD4SP population showed relatively high levels of Ki67 expression and BrdU incorporation, whereas proliferating cells in the control CD4SP compartment were barely detectable (Fig. 3C,D). Likewise, DN TCRβ^+^ cells derived from *Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ mice displayed a substantial increase in the fraction of BrdU^+^ cells (Supplemental Fig. 3C). Annexin V expression was not affected in these populations (Supplemental Fig. 3D). We also observed a substantial increase in cell size across the CD4SP but not in the DP compartment in *Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ thymocytes (Fig. 3E). Over time, the majority of thymocytes expressed CXCR5 and PD-1 associated with large cell size (Supplemental Fig. 3E). Sections of thymi derived from 6-mo-old *Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ mice showed effacement of the cortico–medullary junction due to proliferation of neoplastic cells with large, hyperchromatic, irregular nuclei and scant cytoplasm (Fig. 3F).

**Figure 3.**
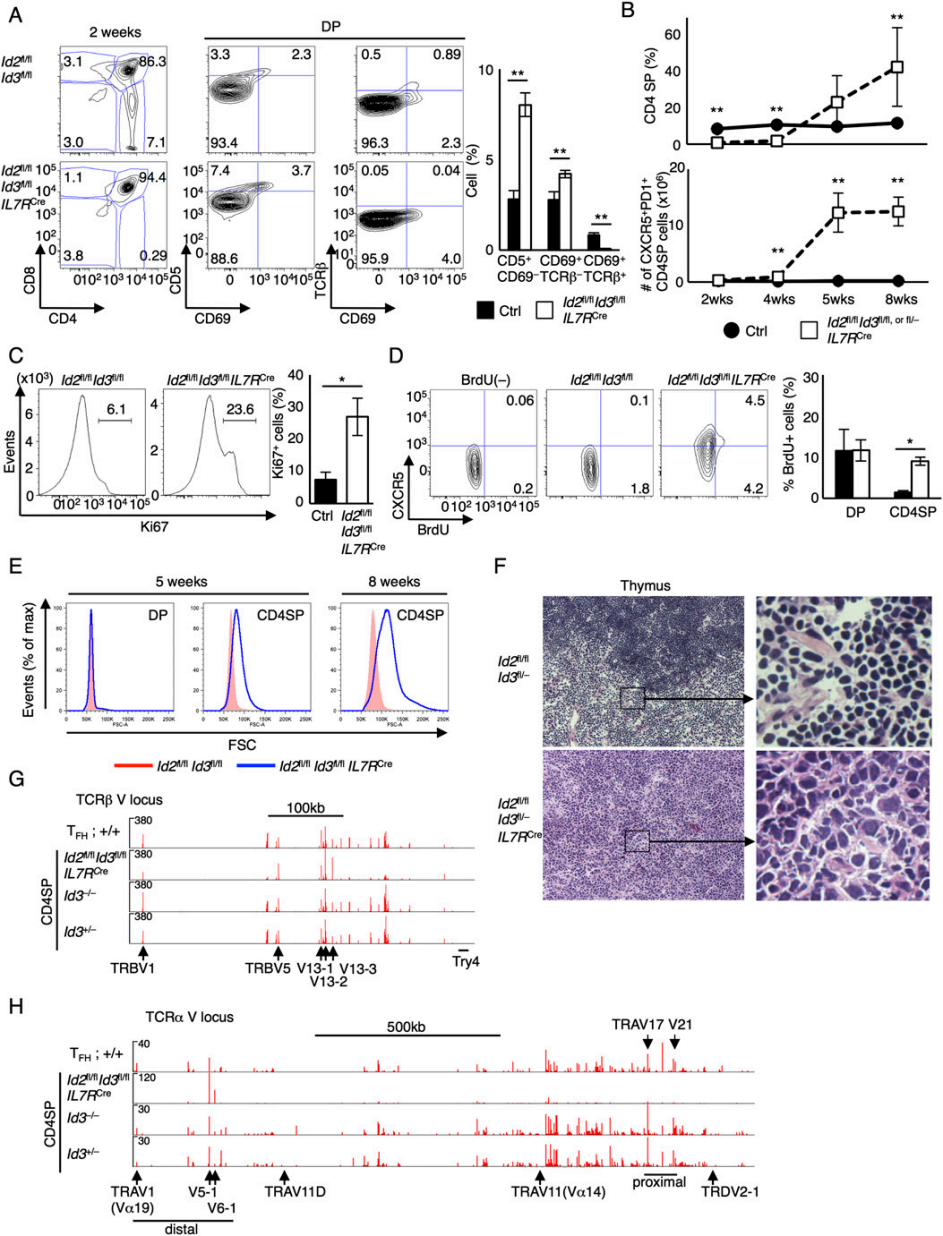
An expanding population of CXCR5^+^ cells in thymi derived from *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ mice. (*A*) Flow cytometric analysis of CD4 versus CD8 expression in total thymocytes and CD69 versus CD5 expression and CD69 versus TCRβ expression gated on DP cells derived from 2-wk-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ or littermate control mice. The graph shows the frequency of CD5^+^CD69^−^, CD69^+^TCRβ^−^, and CD69^+^TCRβ^+^ cells in the DP compartment. Numbers adjacent to the outlined areas or in quadrants indicate the percentages of cells in the population. Data are representative of one experiment with 2-wk-old mice (mean ± SD; *n* = 5 [Ctrl] and 3 [*Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^] biological replicates). (*B*) The frequency of CD4SP cells (*top*) and the number of CXCR5^+^PD-1^+^ CD4SP cells (*bottom*) are plotted. Data were derived from five independent experiments (mean ± SD; *n* = 5 or 3 [2-wk], 3 [4-wk], and 4 [5- or 8-wk] biological replicates). (*C*) Intracellular staining of Ki67 in CD4SP cells derived from 8-wk-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ or littermate control mice. Numbers *above* lines indicate percentages of Ki67-expressing cells. The graph shows the frequency of Ki67-expressing cells derived from 6- to 8-wk-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ or littermate control mice. Data were derived from two independent experiments (mean ± SD; *n* = 4 biological replicates). (*D*) Flow cytometric analysis of BrdU incorporation and CXCR5 expression gated on CD4SP (TCRβ^+^CD25^−^) cells derived from 8-wk-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ or littermate control mice. Mice were injected intraperitoneally with 1 mg of PBS (BrdU^−^) or BrdU twice (24 h and 2 h prior to harvesting). Numbers in quadrants indicate BrdU-incorporated cells. The graph shows the frequency of BrdU^+^ cells in DP and CD4SP cells. Data were derived from two independent experiments (mean ± SD; *n* = 4 biological replicates). (*E*) Flow cytometric analysis of cell size (FSC) in DP and CD4SP cells derived from 5- or 8-wk-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ or littermate control mice. Data were derived from two (5-wk) or four (8-wk) independent experiments. (*F*) Representative hematoxylin and eosin (H&E) staining of thymi derived from 6-mo-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ or littermate control mice. Original magnification, 200×. Data are representative of three independent experiments. (*G*,*H*) RNA-seq data for the TCRα V locus (*H*) and TCRβ V locus (*G*). mRNA was isolated from sorted CXCR5^+^CD44^hi^ CD4 T cells from SRBC-immunized wild-type spleens (T_FH_) and CD4SP thymocytes derived from 8-wk-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^, *Id3*^−/−^, and *Id3*^+/−^ thymi and analyzed using RNA-seq. Numbers of reads are indicated for each of the tracks. (*G*,*H*) Two independent experiments with three mice each. (*) *P* < 0.05; (**) *P* < 0.01 (Student’s *t*-test).

To determine whether the expanding population was derived from a small fraction of selected thymocytes, the TCR repertoires were examined using RNA sequencing (RNA-seq). To this end, RNA was isolated from CD4SP cells from *Id3*^+/−^, *Id3*^−/−^, and *Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ thymi as well as wild-type T_FH_ cells. 

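Sorted CD4SP thymocytes were sequenced from 5 control, 3 *Id3*-/- and 3 *Id2*-/-*Id3*-/- samples at 8 wk of age, together with 3 samples of T_FH_ cells, taken as CXCR5+CD44 hi CD4 T cells from spleens of wild-type mice immunized with sheep red blood cells. The sample labels give the thymic sort as CD4-positive, TCRβ-positive and CD8-negative. They call the controls wild type where the paper names them *Id3*+/- or littermate controls. *Id2*, an inhibitor of E protein DNA binding on chromosome 12 from 25093799 to 25097140 of mm10, averaged 2293 normalized counts in control CD4SP cells and 6.82 in *Id2*-/-*Id3*-/- CD4SP cells in the authors' deposited table, a log2 ratio of -8.39 (adjusted p = 1.4e-09). The related inhibitor *Id3*, on chromosome 4 from 136143497 to 136145755, averaged 1991 normalized counts in control cells and 879.7 in *Id2*-/-*Id3*-/- cells in the authors' deposited table, a log2 ratio of -1.18 (p = 0.0094, adjusted p = 0.077). In the libraries labelled *Id3*-/-, *Id3* averaged 2649.7 normalized counts in the authors' deposited table (log2 ratio 0.41, p = 0.28), which does not show the loss that the label names. A whole-gene value cannot tell whether a targeted allele still yields reads from the part that it keeps. This group is called the libraries labelled *Id3*-/- throughout. The authors aligned strand-specific reads to mm10 with OSA, quantified transcripts with RSEM, and normalized and compared the counts with DESeq. The authors' deposited table holds 1 average per group with a fold change, a p-value and a false discovery rate for each comparison with control CD4SP cells. Adjusted p-values are Benjamini-Hochberg values computed here from those p-values. The values used are averages per group, so the depth of each library is unknown and the averages carry no error. The share of a V or J gene was its average divided by the sum over its locus in the same group. The effective number of genes was the exponential of the Shannon index of these shares, which equals the number of genes when all are used alike. Shares and effective numbers therefore have no replicate check, and V genes of 1 family, above all the duplicated *Trav* genes, can share reads.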

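Control CD4SP cells spread their Vβ transcripts over an effective number of 15.5 of the 22 *Trbv* genes in the authors' deposited table. T_FH_ cells used 15.4 genes by this measure and the libraries labelled *Id3*-/- used 15.2. *Trbv13-2* was the most used Vβ gene in these 3 groups, at 16.1% of *Trbv* transcripts in control CD4SP cells, 15.4% in T_FH_ cells and 16.4% in the libraries labelled *Id3*-/-. For Vα, the effective number among 103 *Trav* genes was 76.6 in control CD4SP cells, 69.9 in T_FH_ cells and 74.3 in the libraries labelled *Id3*-/-. *Trav9-1* led the Vα genes with 3.54%, 6.56% and 3.99% of *Trav* transcripts in the same order. These are shares of group averages, so whether the 3 groups differ was not tested.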

We found that Vβ and Vα transcripts associated with wild-type T_FH_ cells and CD4SP thymocytes isolated from *Id3*^+/−^ and *Id3*^−/−^ thymi displayed a similar polyclonal Vβ or Vα repertoire (Fig. 3G,H). On the other hand, CD4SP cells derived from *Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ mice were enriched for TRBV5, TRBV13-2, and TRBV13-3 as well as distally located TRAV5-1 and TRAV6-1 transcripts (Fig. 3G,H). 

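*Trbv13-3* made up 25.9% of *Trbv* transcripts in *Id2*-/-*Id3*-/- CD4SP cells and 4.95% in control CD4SP cells. *Trbv13-2* made up 25.5% in the *Id2*-/-*Id3*-/- cells. The share of *Trbv5* was 5.44% in *Id2*-/-*Id3*-/- cells and 6.29% in control cells. The 3 genes lie on chromosome 6 of mm10, with *Trbv5* from 41062332 to 41062803, *Trbv13-2* from 41121396 to 41121832 and *Trbv13-3* from 41130147 to 41130585. Among the distal Vα genes on chromosome 14, *Trav5-1*, from 52622566 to 52623082, held 0.660% of *Trav* transcripts in control and 2.46% in *Id2*-/-*Id3*-/- cells. *Trav6-1*, from 52638515 to 52638962, held 0.281% and 2.59%. The most used Vα gene in *Id2*-/-*Id3*-/- cells was *Trav9n-3*, with 8.52% of *Trav* transcripts against 0.956% in control cells. *Trav9d-3*, which may share reads with it, held 7.58% and also 0.956% in control cells. The effective number of V genes in *Id2*-/-*Id3*-/- cells was 10.1 for *Trbv* and 57.7 for *Trav*. None of the 5 named genes passed the authors' DESeq test, with log2 ratios in the authors' deposited table of -0.37 for *Trbv5* (p = 0.93), 0.50 for *Trbv13-2* (p = 0.23) and 2.22 for *Trbv13-3* (p = 0.26). Those of the *Trav* genes in the authors' deposited table were 1.89 for *Trav5-1* (p = 0.31) and 3.20 for *Trav6-1* (p = 0.25). The paper describes V gene usage that varied among these mice. A test of group means cannot decide whether single mice are enriched for a gene. An average over mice can also hold more V genes than a single mouse. *Trbv15*, *Trbv19*, *Trbv2* and *Trbv3*, chosen after their values were seen, were lower, with log2 ratios of -2.34 (adjusted p = 6.9e-05), -1.70 (adjusted p = 4.8e-04), -1.86 (adjusted p = 1.1e-04) and -1.56 (adjusted p = 0.0014), from the authors' DESeq p-values. With the inverse Simpson index, the effective number in *Id2*-/-*Id3*-/- cells was 6.51 for *Trbv* and 36.0 for *Trav*. With families summed, it was 5.27 for *Trbv* and 11.0 for *Trav*, where control cells had 11.2 and 11.9. Control cells had 13.1 and 61.9 by the inverse Simpson index. The paper set out from the question of whether the expanding cells came from few selected thymocytes, and goes on to describe their TCR repertoires as oligoclonal.

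**Figure D1:**
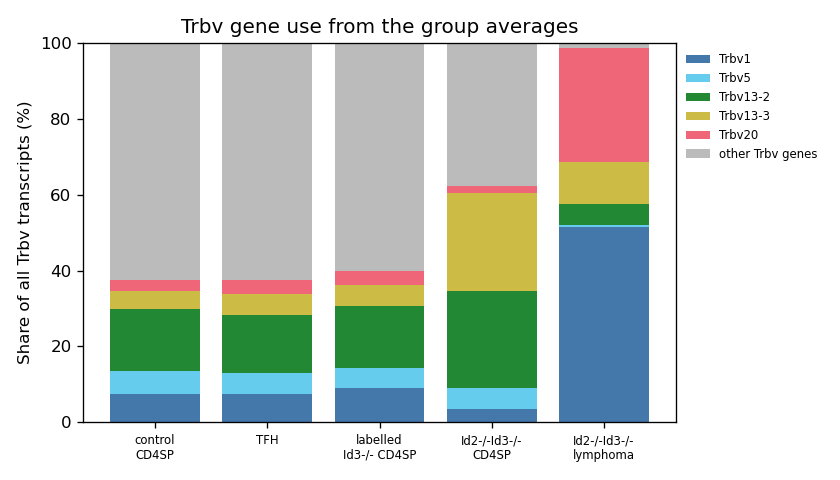
Share of *Trbv* transcripts (percent, vertical axis) in each group, computed from the group averages and without error bars since no value per library was used. Stacked colors mark *Trbv1*, *Trbv5*, *Trbv13-2*, *Trbv13-3* and *Trbv20* and gray marks the other *Trbv* genes. *Trbv13-3* takes 25.9% in *Id2*-/-*Id3*-/- CD4SP cells, and *Trbv1* takes 51.4% in the lymphomas.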

We also observed a substantial enrichment for transcripts encoding 3′ Jα elements (Supplemental Fig. 4A). 

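The Jα segments *Traj1* to *Traj30*, the part of the Jα cluster nearest the Cα gene, held 76.6% of *Traj* transcripts in *Id2*-/-*Id3*-/- CD4SP cells and 57.2% in control CD4SP cells. The share was 54.6% in T_FH_ cells and 68.7% in the libraries labelled *Id3*-/-. *Traj2*, on chromosome 14 from 54217836 to 54217901 of mm10, was the most used segment in *Id2*-/-*Id3*-/- cells, with 19.6% against 2.13% in control cells. Its log2 ratio in the authors' deposited table was 3.08 (p = 0.083). *Traj18* came next, with 12.3% in *Id2*-/-*Id3*-/- cells, 6.68% in the libraries labelled *Id3*-/- and 3.33% in control cells. The sort label names no CD1d tetramer. The paper reports that iNKT cells were a small fraction of CXCR5+ CD4SP cells. Their part in the Jα, V gene and innate gene values was not tested here. Jα segments are short and collect few reads. The *Traj* averages summed to 321 normalized counts in *Id2*-/-*Id3*-/- cells and 348 in control cells. The shares carry no error.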

Vα and Vβ gene usage observed in *Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ CD4SP cells, however, was not invariant, as described for iNKT or MAIT cells, but rather differed between the various *Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ mice that were examined (Supplemental Fig. 4B–D; Le Bourhis et al. 2011). To exclude the possibility that the oligclonal TCRα and TCRβ repertoires were caused by aberrant TCR recombination at the DP stage, we examined the CD69^−^TCRβ^−^ DP cells from *Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ mice for TCRβ and TCRα rearrangements. No obvious differences were detected for TCRβ and TCRα loci in *Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ DP cells as compared with control cells (Supplemental Fig. 5A,B). Collectively, these observations indicate that Id2 and Id3 suppress the oligoclonal expansion of innate variant T_FH_-like populations.

### Id2 and Id3 suppress the expansion of innate variant T_FH_-like cells beyond the TCR checkpoint

To deplete *Id2* and *Id3* expression in T-lineage cells, *Id2*^fl/fl^*Id3*^*f*l/*fl*^*CD4-Cre* mice were generated. Similar to as described above for *Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ mice, at 2 wk after birth, positive selection was severely impaired in *Id2*^fl/fl^*Id3*^*f*l/fl^*CD4*^Cre^ thymi (Fig. 4A). However, 7-wk-old *Id2*^fl/fl^*Id3*^*f*l/fl^*CD4*^Cre^ mice displayed CD4SP, DN TCRβ^hi^, and iNKT populations that expressed high levels of CXCR5, PD-1, ICOS, and PLZF expression (Fig. 4B; Supplemental Fig. 6A,B). Again, these populations were associated with elevated numbers of thymic B cells as well as IgG1 class-switched GC B cells (Supplemental Fig. 6C).

**Figure 4.**
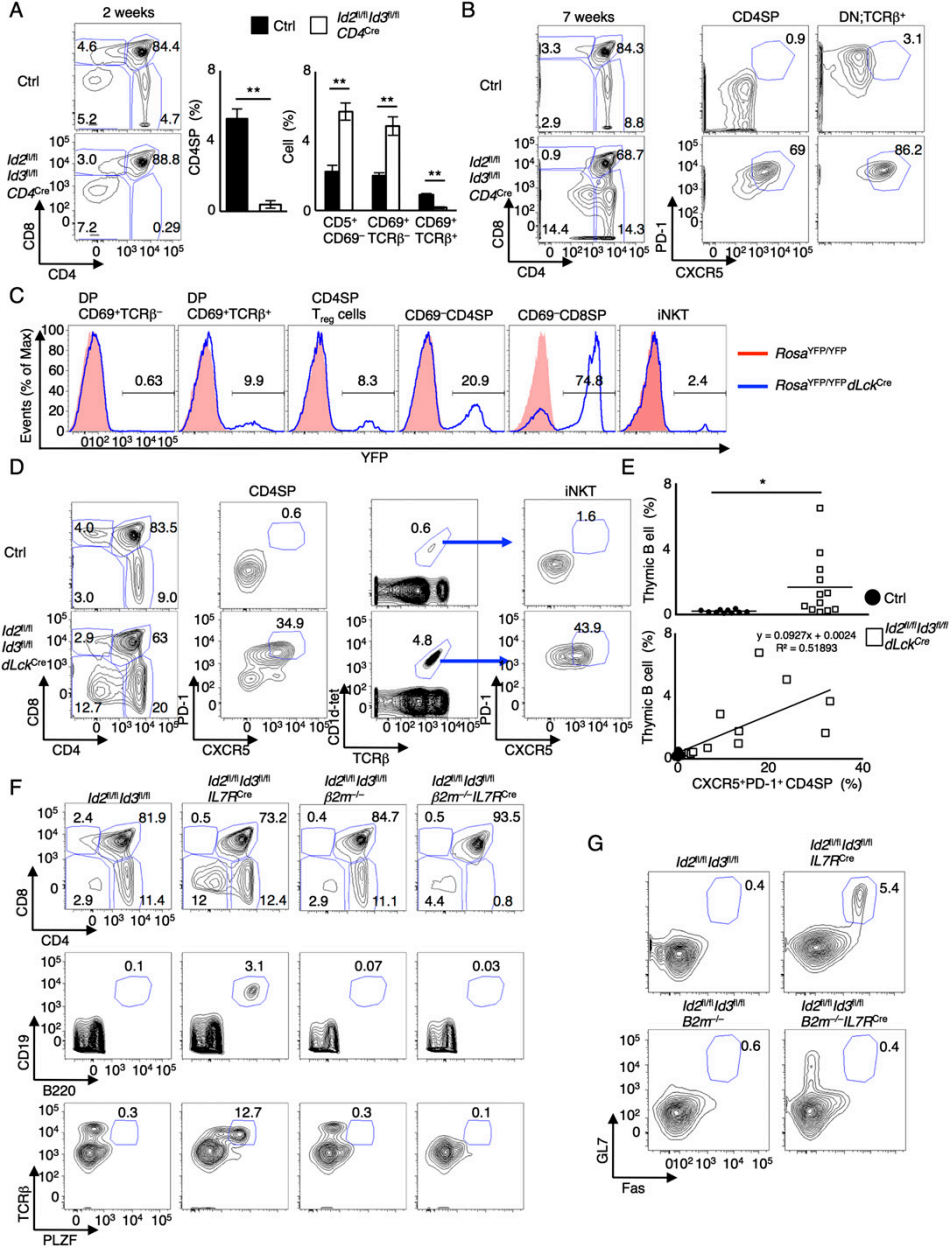
Id2 and Id3 suppress the expansion of innate αβ T cells beyond the TCR checkpoint. (*A*) Flow cytometric analysis of CD4 versus CD8 expression derived from 2-wk-old *Id2*^fl/fl^*Id3*^fl/fl^*CD4*^Cre^ or littermate control mice. Numbers indicate the percentage of cells in each population. Graphs show the frequency of CD4SP cells in total thymocytes and CD5^+^CD69^−^, CD69^+^TCRβ,^−^ and CD69^+^TCRβ^+^ cells gated on the DP compartment. Data are representative of one experiment with 2-wk-old mice (mean ± SD; *n* = 5 biological replicates). (*B*) Flow cytometric analysis of CD4 versus CD8 expression in total thymocytes and CXCR5 versus PD-1 expression gated on CD4SP cells (CD4^+^CD8^−^TCRβ^+^CD1d-tet^−^) or DN;TCRβ^+^ cells (CD4^−^CD8^−^TCRβ^+^CD1d-tet^−^) derived from 7-wk-old *Id2*^fl/fl^*Id3*^fl/fl^*CD4*^Cre^ or littermate control mice. Data were obtained from two independent experiments. (*C*) Representative flow cytometric analysis of YFP expression gated on each compartment derived from *Rosa*^YFP/YFP^ (red) or *Rosa*^YFP/YFP^*dLck*^Cre^ (blue) mice. Numbers *above* the lines indicate percentages of YFP-expressing cells. Data were derived from two independent experiments. (*D*) Flow cytometric analysis of CD4 versus CD8 expression (*left*) and TCRβ versus CD1d-tet expression (*middle right*) in total thymocytes and CXCR5 versus PD-1 expression gated on CD4SP (CD4^+^CD8^−^TCRβ^+^CD1d-tet^−^) cells (*middle left*) or iNKT (CD1d-tet^+^TCRβ^+^) cells (*right*) derived from 10-wk-old *Id2*^fl/fl^*Id3*^fl/fl^*dLck*^Cre^ or littermate control mice. Data were derived from four independent experiments. (*E*) Graphs show the frequencies of thymic B (B220^+^CD19^+^) cells and the correlation between thymic B cells and CXCR5^+^PD-1^+^ CD4SP cells. Data were derived from seven independent experiments. Ten-week-old to 16-wk-old mice were analyzed. (mean ± SD; *n* = 10 [Ctrl] and 12 [*Id2*^fl/fl^*Id3*^fl/fl^*dLck*^Cre^] biological replicates). (*F*) Flow cytometric analysis of CD4 versus CD8 expression, B220 versus CD19 expression, and PLZF versus TCRβ expression in total thymocytes derived from *Id2*^fl/fl^*Id3*^fl/fl^, *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^, *Id2*^fl/fl^*Id3*^fl/fl^*β2m*^*−/−*^, and *Id2*^fl/fl^*Id3*^fl/fl^*β2m*^*−/−*^*IL7R*^Cre^ mice. (*G*) Fas and GL7 expression gated on B220^+^CD19^+^ splenic B cells derived from *Id2*^fl/fl^*Id3*^fl/fl^, *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^, *Id2*^fl/fl^*Id3*^fl/fl^*β2m*^*−/−*^, and *Id2*^fl/fl^*Id3*^fl/fl^*β2m*^*−/−*^*IL7R*^Cre^ mice. Numbers adjacent to the outlined areas indicate the percentage of cells in each population. Data are representative of three independent experiments. (*) *P* < 0.05; (**) *P* < 0.01 (Student’s *t*-test).

Since recent studies have demonstrated a critical role for *Id2* and *Id3* in regulatory T (T_reg_) cells, it remained possible that the innate T_FH_-like population developed because of systemic inflammatory conditions (Miyazaki et al. 2014). To exclude this possibility and investigate the role of *Id2* and *Id3* in thymocyte development beyond the TCR checkpoint, *Id2*^fl/fl^*Id3*^fl/fl^*dLck*^Cre^ mice were generated (Zhang et al. 2005). We found that Cre-mediated deletion in *dLck*^Cre^ mice was initiated beyond the CD69^+^TCRβ^+^ DP stage (Fig. 4C; Supplemental Fig. 7A). We found that a substantial fraction of peripheral T_reg_ cells did not exhibit Cre activity, indicative of T_reg_ cells expressing wild-type levels of Id2 and Id3 in *dLck*^Cre^ mice (Supplemental Fig. 7A). As observed for *Id2*^fl/fl^*Id3*^*f*l/fl^*Il7R*^Cre^ and *Id2*^fl/fl^*Id3*^*f*l/fl^*CD4*^Cre^ mice, in thymi derived from *Id2*^fl/fl^*Id3*^fl/fl^*dLck*^Cre^ mice, we found increased percentages of CD4SP cells and iNKT cells that expressed CXCR5, PD-1, and PLZF and a variant but limited TCRVα and TCRVβ repertoire (Fig. 4D; Supplemental Fig. 7B–D). Again, we noted an increase in the percentages of thymic B cells and a significant relationship between the proportions of thymic B cells and CXCR5^+^PD-1^+^ CD4SP cells (R^2^ = 0.51893) (Fig. 4E). Notably, we detected transcripts initiated from the first exon of the *Id2* and *Id3* genes in sorted CXCR5^−^PD-1^−^ CD4SP cells but not in sorted CXCR5^+^PD-1^+^ CD4SP cells from identical *Id2*^fl/fl^*Id3*^fl/fl^*dLck*^Cre^ mice, consistent with the notion that the aberrant activation of CXCR5 and PD-1 expression was caused by depletion of *Id2* and *Id3* expression (Supplemental Figure 7E). Taken together, these data indicate that Id2 and Id3 expression is required to suppress the development and expansion of an innate variant T_FH_-like population beyond the TCR checkpoint.

To determine how Id2- and Id3-depleted innate variant T_FH_-like cells are selected, *β2m*^*−/−*^*Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ mice were generated. We found that the development of the innate variant T_FH_ cell population required β2-microglobulin expression (Fig. 4F). Specifically, CD4SP and CD8SP thymocytes were barely detectable in thymi derived from 8- to 10-wk-old *β2m*^*−/−*^*Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ mice (Fig. 4F). Likewise, CXCR5^+^PD-1^+^ CD4SP cells, DN TCRβ^+^ cells, PLZF-expressing T cells, and thymic B cells were virtually absent in *β2m*^*−/−*^*Id2*^fl/fl^*Id3*^*f*l/fl^*IL7R*^Cre^ thymi (Fig. 4F; Supplemental Fig. 8A). Depletion of *β2m* expression in *Id2*^fl/fl^*Id3*^*f*l/fl^*Il7R*^Cre^ mice also abolished the development of GC and IgG1 class-switched B cells (Fig. 4G; Supplemental Fig. 8A). Thymi derived from *Id2*^fl/fl^*Id3*^*f*l/fl^*β2m*^*−/−*^*IL7R*^Cre^ mice showed a normal thymic cortex but abnormal medulla (Supplemental Fig. 8B). These data indicate that selection of Id2- and Id3-depleted innate variant T_FH_ cells requires β2-microglobulin expression and that this population is closely associated with the development of GCs even in the absence of immunization.

### Gene expression signature of innate variant T_FH_-like cells

To determine how Id2 and Id3 suppressed the oligoclonal expansion of an innate variant T_FH_-like population, CD4SP cells derived from control and *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ thymi were isolated and analyzed by RNA-seq. 

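Besides *Id2*, the E protein gene *Tcf4* was lower in *Id2*-/-*Id3*-/- CD4SP cells, with averages of 252 normalized counts in control and 42.7 in *Id2*-/-*Id3*-/- cells in the authors' deposited table and a log2 ratio of -2.56 (adjusted p = 2.1e-06). *Tcf3*, which encodes E2A, and *Tcf12*, which encodes HEB, had log2 ratios of -0.73 (p = 0.044) and 0.05 (p = 0.84) by the authors' DESeq test. The comparison is that of 3 *Id2*-/-*Id3*-/- with 5 control CD4SP libraries in the authors' deposited table. Genes were kept where at least 1 of the 5 group averages reached 10 normalized counts, which left 15536 of 39179 genes. The authors' p-values were adjusted over the kept genes by the Benjamini-Hochberg method. A gene is called higher or lower below at an adjusted p under 0.05. Log2 ratios are those of the authors' means, with 1 added to each mean for the median of a list. Of 43 gene lists, 34 were drawn up before the data were examined. The other 9 hold the genes that the text or figures of the study name, which were chosen on these samples and are not independent evidence of their direction. Some of the 34 lists share called genes with these 9, so their counts and percentiles are not fully independent either. Shared genes include *Wnt6*, *Wnt10a* and *Fzd7* of the WNT list, *Homer2* and *Rps6ka2* of the PI3K list, and *Ccr10*, *Gzma* and *Zbtb16* of the innate list. Each list's median log2 ratio was placed among 10000 random lists of the same size, matched on mean expression. Markers of other cells were read first. Of the kept markers in each list, NK and γδ T cell markers were 5 higher and none lower of 11, B cell markers 3 higher and none lower of 15, thymic epithelial and stromal markers 2 higher and none lower of 8. The counts were, for regulatory T cell markers, 1 higher and 4 lower of 12 and, for CD8 T cell markers, none higher and 2 lower of 7. CD4+CD8+ thymocyte markers were 2 higher and 2 lower of 12, erythroid markers none higher and 1 lower of 5, and basophil and mast cell markers none higher and 1 lower of 3. No myeloid, granulocyte or germinal center B and plasma cell marker was called at an adjusted p under 0.05, with 2, 1 and 0 over 2-fold at an unadjusted p under 0.05. The median log2 ratios, with their percentiles among random lists, were 3.402 (percentile 100) for NK and γδ T cell markers, 1.275 (percentile 97) for basophil and mast cell, 0.95 (percentile 99.3) for thymic epithelial and stromal and 0.81 (percentile 99.6) for myeloid markers. They were 0.39 (percentile 89.9) for B cell, 0.29 (percentile 87.6) for germinal center B and plasma cell, -0.47 (percentile 0.6) for regulatory T cell and -0.68 (percentile 0.2) for CD4+CD8+ thymocyte markers, and -0.68 (percentile 1.5) for granulocyte, -1.16 (percentile 1.9) for erythroid and -1.47 (percentile 0) for CD8 T cell markers. *Xist*, the transcript of the inactive X chromosome of female cells, averaged 10461 normalized counts in control and 19.7 in *Id2*-/-*Id3*-/- CD4SP cells in the authors' deposited table, a log2 ratio of -9.05 (adjusted p = 1.9e-06). The paper's text does not give the sex of the mice, which may differ between the groups. The averages hold no depth or spread per library.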

Two-thousand-three-hundred-seventy-nine genes were differentially expressed (greater than twofold, *P* < 0.05; 1291 up-regulated; 1088 down-regulated) in *Id*-depleted CD4SP cells (Fig. 5A). 

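Of 15513 kept genes with a p-value, 891 were higher and 697 lower in *Id2*-/-*Id3*-/- than in control CD4SP cells at an adjusted p under 0.05, 1588 in all. At over 2-fold and an unadjusted p under 0.05, 1306 genes were higher and 1098 lower. Among the 10 genes with the largest rise were *Wnt6*, a secreted WNT ligand, with 1.74 and 981 normalized counts in control and *Id2*-/-*Id3*-/- cells in the authors' deposited table (log2 ratio 9.14, adjusted p = 2.5e-09). The secreted protein gene *Cthrc1* was another, with 0.724 and 347 in the authors' deposited table (log2 ratio 8.91, adjusted p = 4.9e-12). The fibrillin gene *Fbn2*, the orphan receptor gene *Gpr25*, *Cntnap1* and *Garem1* rose by log2 ratios of 7.96 (adjusted p = 3.9e-09), 7.89 (adjusted p = 7.1e-11), 7.15 (adjusted p = 5.8e-45) and 7.09 (adjusted p = 8.1e-25), by the authors' test. Among the 10 genes with the largest fall were the TGFβ family receptor gene *Acvrl1*, with 1799 and 25.5 normalized counts in the authors' deposited table (log2 ratio -6.14, adjusted p = 3.2e-30). The Rap1 exchange factor gene *Rapgef4* was there at a log2 ratio of -5.04 (adjusted p = 3.5e-19), the NOTCH target *Dtx1* at -4.61 (adjusted p = 5.0e-10) and *Tsc22d3*, which encodes GILZ, at -4.56 (adjusted p = 3.5e-16), from p-values in the authors' deposited table. *Xist* was among these 10 as well. Without the genes on chromosomes X and Y, a setting chosen after the data were seen, 1532 genes were called.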

Prominent among those genes were *Cxcr5*, *Ccr10*, *Wnt10a*, *Gzma*, *Myb*, *Cebpb*, *Tgfbr3*, and *Smad7* (Fig. 5A). 

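*Cxcr5*, the receptor that takes T_FH_ cells to B cell follicles, lies on chromosome 9 from 44511787 to 44561877 of mm10 and averaged 44.6 normalized counts in control and 2006 in *Id2*-/-*Id3*-/- CD4SP cells in the authors' deposited table, a log2 ratio of 5.49 (adjusted p = 1.5e-06). The chemokine receptor gene *Ccr10*, on chromosome 11 from 101172997 to 101175443, averaged 32.5 and 1911 in the authors' deposited table (log2 ratio 5.88, adjusted p = 5.6e-38). The WNT ligand gene *Wnt10a* averaged 32.4 and 5351 (log2 ratio 7.37, adjusted p = 2.0e-08), from the authors' DESeq p-values. Granzyme A, encoded by *Gzma*, went from 25.2 to 5809 normalized counts in the authors' deposited table, a log2 ratio of 7.85 (adjusted p = 2.9e-06). The transcription factor genes *Myb* and *Cebpb* rose from 694 to 6351 and from 41.3 to 529 normalized counts in the authors' deposited table, log2 ratios of 3.19 (adjusted p = 9.8e-15) and 3.68 (adjusted p = 4.5e-17). *Tgfbr3*, a TGFβ co-receptor gene on chromosome 5 from 107106570 to 107289629, fell from 1476 to 32.1 normalized counts in the authors' deposited table (log2 ratio -5.52, adjusted p = 1.4e-24). *Smad7*, an inhibitor of TGFβ signaling on chromosome 18 from 75367529 to 75395935, fell from 1652 to 184 (log2 ratio -3.17, adjusted p = 1.3e-11), by the authors' test. The 16 genes labelled in the volcano plot of Fig. 5A, which the study picked from these samples, were all called, 9 higher and 7 lower.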

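Of 24 glycolysis genes, 3 were higher, 2 lower and 19 not called (4 higher and 2 lower when adjusted over the list alone) in *Id2*-/-*Id3*-/- CD4SP cells. *Tpi1* rose by a log2 ratio of 1.78 (adjusted p = 4.4e-05), *Pgam1* by 1.53 (adjusted p = 0.011) and *Pfkl* by 1.10 (adjusted p = 0.017), from p-values in the authors' deposited table. *Ldhb*, a lactate dehydrogenase subunit gene, had a log2 ratio of -2.12 (adjusted p = 3.8e-05), from the authors' DESeq p-values. Of 29 MYC target genes, 3 were higher, none lower and 26 not called (3 higher and none lower when adjusted over the list alone). The higher ones were *Srm*, *Hspd1* and *Hspe1*, at log2 ratios of 1.15 (adjusted p = 0.016), 0.97 (adjusted p = 0.039) and 1.09 (adjusted p = 0.019), from the authors' DESeq p-values. Their median log2 ratio of 0.48 lay at percentile 100 of random lists. Of 20 genes that TCR signals induce early, 4 were higher, 3 lower and 13 not called (7 higher and 4 lower when adjusted over the list alone). *Nfatc1* and the feedback inhibitor gene *Spry1* were higher, at log2 ratios of 1.27 (adjusted p = 0.025) and 2.33 (adjusted p = 0.0015), by the authors' test. The nuclear receptor genes *Nr4a1* and *Nr4a3* were lower, at -1.72 (adjusted p = 8.6e-05) and -1.51 (adjusted p = 0.0094), from p-values in the authors' deposited table. PTPN genes encode protein tyrosine phosphatases, and of 16 listed, 4 were higher, none lower and 12 not called (5 higher and 1 lower when adjusted over the list alone). Among the called genes *Ptpn5* had the largest log2 ratio, 6.72 (adjusted p = 1.6e-19), followed by *Ptpn13* and *Ptpn3* at 3.31 (adjusted p = 6.8e-04) and 2.95 (adjusted p = 1.3e-10), from the authors' DESeq p-values. Of 22 HIF1A target genes, 1 was higher, none lower and 21 not called (1 higher and none lower when adjusted over the list alone). The higher one was the prolyl hydroxylase gene *Egln3*, at 1.82 (adjusted p = 1.4e-04), by the authors' test. The list counts are not an ontology enrichment, which was not repeated here.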

Gene ontology (GO) analysis revealed that a large fraction of differentially expressed transcripts encoded for proteins associated with metabolism, cytokine production, RNA metabolism, T-cell activation, and cell cycle progression (Fig. 5B). Furthermore, Kyoto Encyclopedia of Genes and Genomics (KEGG) pathway analysis revealed p53 and genes associated with the PI3K–AKT, MAPK, and Rap1 pathways as well as genes involved in the suppression of inflammatory bowel disease as being affected by depletion of Id2 and Id3 expression (Fig. 5B). 

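Of 22 p53 target genes, 7 were higher, none lower and 15 not called (8 higher and none lower when adjusted over the list alone) in *Id2*-/-*Id3*-/- CD4SP cells. *Pmaip1*, which encodes the proapoptotic protein NOXA, rose from 14.5 to 695 normalized counts in the authors' deposited table, a log2 ratio of 5.58 (adjusted p = 8.8e-31). *Phlda3*, *Bbc3*, which encodes PUMA, and the cyclin G1 gene *Ccng1* rose by log2 ratios of 3.13 (adjusted p = 3.7e-06), 1.44 (adjusted p = 0.0013) and 1.35 (adjusted p = 0.0014), from p-values in the authors' deposited table. Of 43 genes of the PI3K-AKT-FOXO-mTOR pathway, 2 were higher, 7 lower and 34 not called (2 higher and 7 lower when adjusted over the list alone). Lower members included *Trib2* at -2.73 (adjusted p = 1.4e-09), *Pik3ip1*, an inhibitor of PI3K, at -1.36 (adjusted p = 0.0067), and the regulatory subunit genes *Pik3r5* at -1.85 (adjusted p = 1.6e-04) and *Pik3r1* at -1.12 (adjusted p = 0.035), from the authors' DESeq p-values. *Homer2* was higher, with a log2 ratio of 6.84 (adjusted p = 1.0e-15), by the authors' test. Among MAPK and Rap1 genes that the figures label, *Dusp10* and *Map2k6* were lower, at log2 ratios of -2.13 (adjusted p = 2.6e-06) and -1.50 (adjusted p = 0.0080), from p-values in the authors' deposited table. *Rasgrp2* was lower at -3.30 (adjusted p = 9.8e-13) and *Rap1gap* higher at 2.82 (adjusted p = 7.9e-05), by the authors' DESeq test. Of 14 BCL2 family genes, 2 were higher, 2 lower and 10 not called (5 higher and 4 lower when adjusted over the list alone). The KEGG enrichment itself was not repeated here.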

Next, we compared the transcription signatures of Id2/Id3-depleted CD4SP thymocytes with *Id3*^−/−^ CD4SP and peripheral T_FH_ cells. We found that 924 genes showed overlap between T_FH_ and *Id2*- and *Id3*-deficient CD4SP cells as compared with wild-type CD4SP thymocytes. 

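At over 2-fold and an unadjusted p under 0.05, 2067 genes were called in T_FH_ cells against control CD4SP cells, 1224 higher and 843 lower. Of these, 946 were also called in *Id2*-/-*Id3*-/- CD4SP cells. Of the shared genes, 466 were higher in both, 379 lower in both and 101 went opposite ways. The checkpoint receptor genes *Pdcd1* and *Tigit* were higher in both, with log2 ratios of 3.54 (adjusted p = 3.5e-06) and 6.67 (adjusted p = 2.4e-07) in T_FH_ cells, from the authors' DESeq p-values. In *Id2*-/-*Id3*-/- cells they were 3.66 (adjusted p = 4.7e-06) and 3.57 (adjusted p = 0.0053), by the authors' test. *Tnfsf14*, which encodes LIGHT, was higher in both at 3.93 (adjusted p = 2.0e-20) and 2.96 (adjusted p = 3.0e-12), from p-values in the authors' deposited table. *Satb1*, a chromatin organizer gene, and *Ccr7*, the receptor gene for T cell zone chemokines, were lower in both, at -4.09 (adjusted p = 9.6e-20) and -2.45 (adjusted p = 7.4e-09) in T_FH_ cells, from the authors' DESeq p-values. Their log2 ratios in *Id2*-/-*Id3*-/- cells were -1.51 (adjusted p = 0.0038) and -2.01 (adjusted p = 2.8e-05), by the authors' test. *Sostdc1*, *Tmem35a* and *Igfbp4* were among the largest changes in T_FH_ cells, with log2 ratios of 9.56 (adjusted p = 0.0020), -9.03 (adjusted p = 5.1e-19) and -5.51 (adjusted p = 3.3e-31), from p-values in the authors' deposited table. *Igfbp4* had a log2 ratio of 0.06 (p = 0.55) in *Id2*-/-*Id3*-/- cells, from the authors' DESeq p-values. Of 18 genes that respond to cell handling, 7 were higher in T_FH_ cells, *Fos* and *Fosb* among them. In *Id2*-/-*Id3*-/- cells 1 was higher and 1 lower. Independent lists of these sizes would share 102.9 higher and 59.6 lower genes. Simulated unchanged groups against shared controls would share 48.8 and 47.9. These simulated counts stayed the same whichever rule was used to call genes. They are therefore not matched to the 2-fold rule used here and give no direct no-change value for the shared genes. The 2 comparisons use the same control libraries, so part of the excess over independent lists may come from these. With an adjusted p under 0.05 and over 2-fold, 580 genes were shared.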

Two-hundred-ninety-nine genes showed overlap between CD4SP cells isolated from *Id3*^−/−^ and *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ thymi, whereas the expression of 1362 genes was modulated only in innate T_FH_-like cells when compared with control CD4SP cells (Fig. 5C; Supplemental Fig. 9A). 

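Against control CD4SP cells, 494 genes were called in the libraries labelled *Id3*-/- at over 2-fold and an unadjusted p under 0.05, 386 higher and 108 lower, although *Id3* itself was not lower there. Of these, 318 were also called in *Id2*-/-*Id3*-/- CD4SP cells, 231 higher in both, 69 lower in both and 18 opposite. Independent lists of these sizes would share 32.4 higher and 7.6 lower genes, and simulated unchanged groups against shared controls 48.6 and 48.1. The simulated counts are again not matched to the 2-fold rule, so they give no direct no-change value for the shared genes. Part of the excess over independent lists may come from the shared controls. In *Id2*-/-*Id3*-/- cells, 1362 genes were called that passed in neither T_FH_ cells nor the libraries labelled *Id3*-/-, and 222 passed in all 3. *Map2*, a microtubule protein gene, was higher in both thymocyte groups, with log2 ratios of 4.90 (adjusted p = 5.8e-09) in the libraries labelled *Id3*-/- and 5.31 (adjusted p = 2.4e-11) in *Id2*-/-*Id3*-/- cells, by the authors' test. *Homer2* had a log2 ratio of 4.40 (adjusted p = 3.4e-07) in the libraries labelled *Id3*-/-, from p-values in the authors' deposited table. *Lmna*, the lamin A gene, was lower in both at -2.13 (adjusted p = 0.0087) and -2.32 (adjusted p = 5.7e-04), from the authors' DESeq p-values. Of 17 cytotoxic genes, 3 were higher in the libraries labelled *Id3*-/- (4 when adjusted over the list alone). Of the markers of other cells in the libraries labelled *Id3*-/-, CD8 T cell markers were 2 higher and none lower of 7 kept, and none of the NK and γδ T cell, myeloid and erythroid markers was called. The median log2 ratios of these 4 lists were 0.97, 1.94, 1.70 and 2.11, each at percentile 100 of random lists. Of 15 B cell markers, 1 was higher, *Ighm*, and none lower (median -0.05, percentile 49.9). Of 12 regulatory T cell markers, 1 was higher, *Lrrc32*, and none lower (median 0.15, percentile 97). When adjusted over this list alone, 2 were higher and 3 lower, as they were at over 2-fold and an unadjusted p under 0.05. No germinal center B and plasma cell or CD4+CD8+ thymocyte marker was called, with medians of 0.50 (percentile 100) and -0.43 (percentile 0). *Prf1*, the perforin gene, had a log2 ratio of 2.80 (adjusted p = 0.0013) and *Nkg7* one of 2.56 (adjusted p = 0.0064), by the authors' test. In *Id2*-/-*Id3*-/- cells these genes had log2 ratios of -1.01 (p = 0.50) and -0.84 (p = 0.70), from p-values in the authors' deposited table. At an adjusted p under 0.05, 111 genes were called in the libraries labelled *Id3*-/-, 100 higher and 11 lower. With over 2-fold added, 76 were shared with *Id2*-/-*Id3*-/- cells, 66 higher in both and 8 lower in both. From these overlaps with T_FH_ cells and from the innate genes among those changed, the paper concludes that the *Id2*-/-*Id3*-/- signature overlaps in part with those of T_FH_ and innate T-lineage cells.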

Transcription signatures derived from *Id3*^−/−^ CD4SP cells showed an intermediate pattern when comparing T_FH_ and CD4SP cells derived from *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ thymi (Fig. 5C). 

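Across the 1547 genes called in *Id2*-/-*Id3*-/- CD4SP cells at an adjusted p under 0.05 and over 2-fold that had a ratio in all groups, 1286 (83.1%) had the same sign in the libraries labelled *Id3*-/-, where the *Id3* transcript was not lower. Between control and *Id2*-/-*Id3*-/- cells there lay 1263 of them (81.6%). The genes were chosen for a large change in *Id2*-/-*Id3*-/- cells, so most of those with the same sign lie between by construction. No share expected for unchanged genes was computed, so these 2 shares alone cannot show an intermediate pattern. A position between T_FH_ and *Id2*-/-*Id3*-/- cells was not tested. *Ccr10* averaged 134 normalized counts in the libraries labelled *Id3*-/- in the authors' deposited table, a log2 ratio of 2.04 (adjusted p = 1.5e-04). *Cntnap1* averaged 363 (log2 ratio 1.94, adjusted p = 7.4e-04) and *Plac8* 285 (log2 ratio 2.36, adjusted p = 0.0097), from the authors' DESeq p-values. *Acvrl1* averaged 899 in the libraries labelled *Id3*-/- in the authors' deposited table (p = 0.0059, adjusted p = 0.36). The slope through the origin of the log2 ratios in the libraries labelled *Id3*-/- on those in *Id2*-/-*Id3*-/- cells was 0.261, and 72 of the genes were also called in the libraries labelled *Id3*-/-. The covariance of the log2 ratios of these 2 groups was 1.94, and the controls that both comparisons share can add at most 0.405 to it. For T_FH_ cells the slope was 0.362, with 75.4% of genes of the same sign. The libraries labelled *Id3*-/- and the *Id2*-/-*Id3*-/- libraries were not tested against each other, and genes are not independent replicates.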

The expression patterns of FcεR1 and IL-17rβ in control and mutant thymocytes were validated using flow cytometry (Supplemental Fig. 9B). 

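*Fcer1g*, which encodes the signaling γ chain that FcεRI shares with other Fc receptors, lies on chromosome 1 from 171229572 to 171234365 of mm10 and averaged 8.23 normalized counts in control and 269 in *Id2*-/-*Id3*-/- CD4SP cells in the authors' deposited table, a log2 ratio of 5.03 (adjusted p = 0.021). *Fcer1a*, which encodes the IgE-binding α chain, is listed at 0 in both groups. *Ms4a2*, the β chain gene, averaged 0.362 and 3.62 normalized counts in the authors' deposited table, under the minimum of 10. *Il17rb*, a subunit gene of the IL-25 receptor on chromosome 14 from 29996135 to 30008896, rose from 605 to 2379.8 normalized counts in the authors' deposited table (log2 ratio 1.98, adjusted p = 1.3e-04), and averaged 483 in the libraries labelled *Id3*-/- (p = 0.45). These are transcript values, and the flow cytometry is not analysed here.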

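Of 25 genes of T_FH_ cells, 18 were higher and none was lower in T_FH_ cells against control CD4SP cells (23 higher and none lower when adjusted over the list alone). In *Id2*-/-*Id3*-/- CD4SP cells 7 were higher and 1 lower (10 higher and 2 lower when adjusted over the list alone). In the libraries labelled *Id3*-/-, 2 were higher and none lower (3 higher and none lower when adjusted over the list alone). The interleukin gene *Il4* averaged 16.8 normalized counts in control, 415 in T_FH_ and 178 in *Id2*-/-*Id3*-/- cells in the authors' deposited table, log2 ratios of 4.62 (adjusted p = 2.1e-04) and 3.41 (adjusted p = 0.017). *Il21*, the cytokine gene of B cell help, had log2 ratios of 3.83 (adjusted p = 0.011) in T_FH_ cells and 1.95 (p = 0.076, adjusted p = 0.31) in *Id2*-/-*Id3*-/- cells, by the authors' test. For the transcription factor genes *Maf* and *Batf*, the log2 ratios were 5.87 (adjusted p = 2.2e-11) and 1.74 (adjusted p = 8.7e-04) in T_FH_ cells and 1.15 (p = 0.097) and 0.72 (p = 0.17) in *Id2*-/-*Id3*-/- cells, from p-values in the authors' deposited table. *Sh2d1a*, which encodes the SLAM adaptor SAP, had log2 ratios of 1.69 (adjusted p = 4.6e-05) in T_FH_ cells and 1.01 (p = 0.0057, adjusted p = 0.054) in *Id2*-/-*Id3*-/- cells, from the authors' DESeq p-values. *Bcl6*, the repressor that directs T_FH_ differentiation, and *Ascl2* were higher in T_FH_ cells, at 2.74 (adjusted p = 0.029) and 7.37 (adjusted p = 0.038), by the authors' test. They had log2 ratios of 0.05 (p = 0.88) and -0.05 (p = 0.87) in *Id2*-/-*Id3*-/- cells by the authors' DESeq test. In T_FH_ cells, *Foxo1* and *Foxp1* had log2 ratios of -0.35 (p = 0.32) and -0.48 (p = 0.20), from p-values in the authors' deposited table. In the libraries labelled *Id3*-/-, *Cxcr5* was higher at 3.34 (adjusted p = 0.042), from the authors' DESeq p-values. Of the markers of other cells in T_FH_ cells, B cell markers were 3 higher and none lower of 15 kept, with a median log2 ratio of 3.16. Germinal center B and plasma cell markers were 3 higher and none lower of 13, with a median of 2.70. Both medians lay at percentile 100 of random lists. The 3 higher in the second list were *Bcl6*, also among the genes of T_FH_ cells, *Prdm1* and *S1pr2*. CD4+CD8+ thymocyte markers were none higher and 3 lower of 12 (median -1.14, percentile 0). Regulatory T cell markers were 3 higher and 3 lower of 12 (median 0.48, percentile 99.6). No myeloid or NK and γδ T cell marker was called, with medians of 1.05 (percentile 100) and -1.29 (percentile 0).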

Notably, genes associated with T_FH_ cell function were altered across the three populations, including *Maf*, *Batf, Foxo1*, *Foxp1*, *Sh2d1a*, *Cxcr5*, *Il4*, and *Il21* but not *Bcl6* and *Ascl2* (Fig. 5D; Ma et al. 2012; Wang et al. 2014; Xiao et al. 2014). 

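Of 30 innate T cell genes, 11 were higher, 1 lower and 18 not called in *Id2*-/-*Id3*-/- CD4SP cells (15 higher and 2 lower when adjusted over the list alone). On the same list 7 were higher in the libraries labelled *Id3*-/- (10 higher and none lower when adjusted over the list alone), whose *Id3* transcript was not lower. In T_FH_ cells 7 were higher and 1 lower (9 higher and 2 lower when adjusted over the list alone). The median log2 ratio of the list was 0.92 in T_FH_ cells and 0.98 in the libraries labelled *Id3*-/-, both at percentile 100 of random lists. *Zbtb16*, which encodes PLZF, the transcription factor of NKT cell development, lies on chromosome 9 from 48654297 to 48836222 of mm10 and averaged 116 normalized counts in control, 733 in the libraries labelled *Id3*-/- and 3912 in *Id2*-/-*Id3*-/- cells in the authors' deposited table, log2 ratios of 2.66 (adjusted p = 1.4e-07) and 5.07 (adjusted p = 1.2e-26). In T_FH_ cells it was lower, at -1.27 (adjusted p = 0.0020), by the authors' test. *Egr2*, a zinc finger factor induced by TCR signals, rose from 1173 to 3379 normalized counts in *Id2*-/-*Id3*-/- cells in the authors' deposited table (log2 ratio 1.53, adjusted p = 0.0053). *Myb* had a log2 ratio of 1.22 (p = 7.0e-04, adjusted p = 0.079) in the libraries labelled *Id3*-/-, from p-values in the authors' deposited table. *Eomes*, a T-box factor gene, averaged 4727 normalized counts in the libraries labelled *Id3*-/-, 37.2 in control and 138 in *Id2*-/-*Id3*-/- cells in the authors' deposited table, log2 ratios of 6.99 (adjusted p = 0.030) and 1.89 (p = 0.18), and the paper cites earlier studies in which part of *Id3*-/- CD4SP cells expressed PLZF or *Eomes*. *Plac8* was among the largest rises on the list, with a log2 ratio of 6.88 (adjusted p = 8.0e-21) in *Id2*-/-*Id3*-/- cells, and *Slamf1* was called lower, from the authors' DESeq p-values. The median log2 ratio of the list in *Id2*-/-*Id3*-/- cells, 0.97, lay at percentile 100 of random lists. TCR γ genes and the NK cell receptor gene *Klra1* were among the 5 NK and γδ T cell markers higher in the same libraries, *Tcrg-V1* at a log2 ratio of 6.29 (adjusted p = 4.0e-12) and *Klra1* at 6.64 (adjusted p = 0.0038), by the authors' test.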

As predicted, the expression levels of genes associated with an innate-specific program of gene expression were also elevated, including *Zbtb16* (*Plzf*), *Myb*, and *Egr2* (Kovalovsky et al. 2008; Hu et al. 2010; Seiler et al. 2012). Finally, consistent with an expanding population of *Id2*- and *Id3*-depleted CD4SP thymocytes, the expression patterns of genes associated with cell cycle regulation were affected (Fig. 5D). 

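Of 29 G1/S genes, 6 were higher, none lower and 23 not called (15 higher and 1 lower when adjusted over the list alone) in *Id2*-/-*Id3*-/- CD4SP cells. The cyclin E genes *Ccne1* and *Ccne2* rose by log2 ratios of 1.37 (adjusted p = 0.0038) and 1.38 (adjusted p = 0.0094), the thymidylate synthase gene *Tyms* by 1.34 (adjusted p = 0.0053) and the ribonucleotide reductase gene *Rrm2* by 1.64 (adjusted p = 0.0038), from p-values in the authors' deposited table. Of 26 G2/M genes, 3 were higher, none lower and 23 not called (5 higher and none lower when adjusted over the list alone). *Cdk1* rose by a log2 ratio of 1.16 (adjusted p = 0.020) and *Ccnb1*, the cyclin B1 gene, by 1.30 (adjusted p = 0.048), by the authors' DESeq test. The medians of the G1/S and G2/M lists were 0.89 and 0.67, both at percentile 100 of random lists. Of 21 CDK inhibitor and tumor suppressor genes, 2 were higher, 1 lower and 18 not called (2 higher and 2 lower when adjusted over the list alone). *Cdkn2c*, which encodes the CDK4 and CDK6 inhibitor p18Ink4c, was higher, from 263 to 814 normalized counts in the authors' deposited table (log2 ratio 1.63, adjusted p = 3.0e-04). Of the 20 cell cycle genes shown in Fig. 5D, which the study chose on these samples, 8 were higher and 3 lower.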

Taken together, these observations indicate that gene expression patterns of Id-depleted CD4SP thymocytes overlap, albeit partially, with that of T_FH_ and innate T-lineage cells.

**Figure 5.**
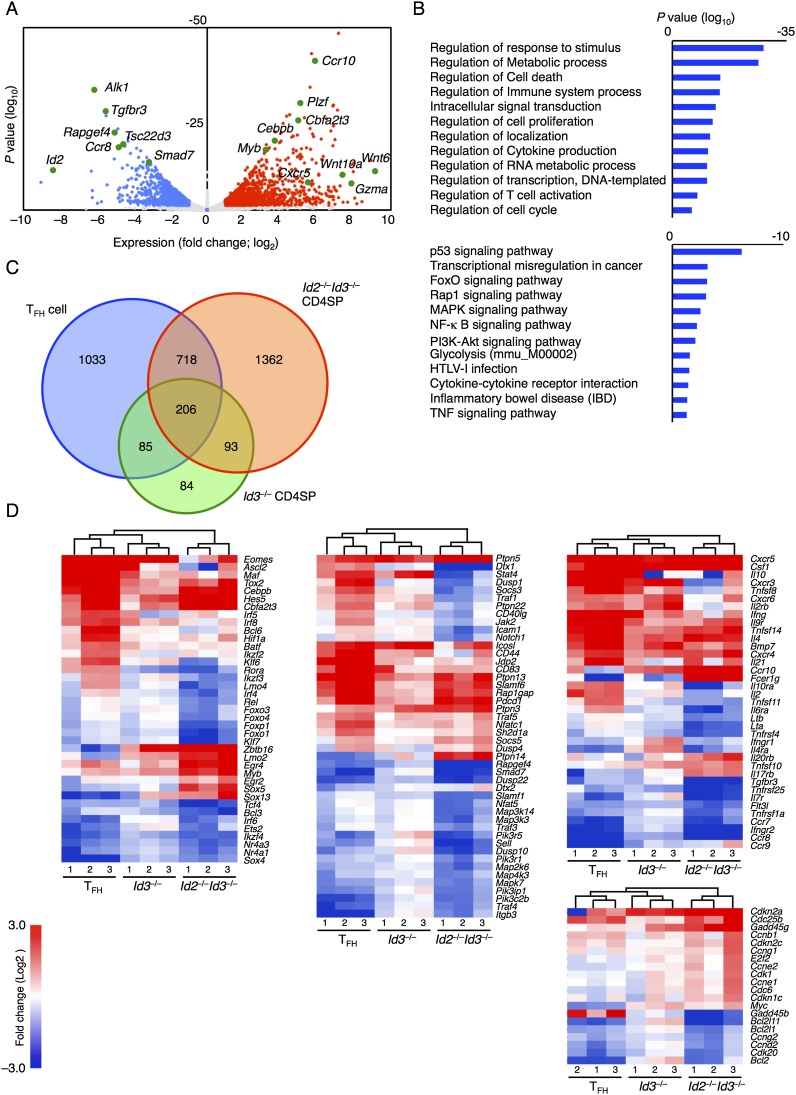
Transcription signature of innate T_FH_-like cells. (*A*) Volcano plot of RNA-seq analysis of mRNA expression in sorted CD4SP thymocytes derived from 8-wk-old littermate control or *Id2*^*fl/fl*^*Id3*^*fl/ll*^*IL7R*^*cre*^ mice. Red dots represent genes up-regulated in *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ CD4SP cells (more than twofold, *P* < 0.05, calculated by raw count value). Blue dots represent genes down-regulated in *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ CD4SP cells (more than twofold, *P* < 0.05). Gray dots represent genes whose expression was not significantly altered. (*B*) Clusters of genes whose expression was modulated in Id2- and Id3-depleted CD4SP thymocytes were identified using GO terms (*top*) and KEGG pathways (*bottom*). *P*-values are shown. (*C*) RNA-seq data of mRNA expression isolated from CXCR5^+^CD44^hi^ CD4T cells from SRBC-immunized wild-type spleen (T_FH_) and CD4SP thymocytes derived from 8-wk-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ (*Id2*^−/−^*Id3*^−/−^ CD4SP), *Id3*^*−/−*^ (*Id3*^*−/−*^ CD4SP), and control thymi. Expression was normalized to control CD4SP cells. The Venn diagram shows quantification of genes significantly changed in T_FH_ cells, *Id3*^−/−^ CD4SP cells, and *Id2*^*fl/fl*^*Id3*^*fl/ll*^*IL7R*^*cre*^ CD4SP cells compared with control CD4SP cells. (*D*) Heat maps are presented to visualize differences in gene expression patterns for T_FH_ cells, CD4SP cells sorted from Id3^−/−^ thymocytes, and CD4SP cells sorted from IL7R-Cre;Id2F/F;Id3F/F mice as compared with CD4SP control thymocytes. Bars *above* the heat maps indicate similarities between the different samples presented in each of the lanes. Differentially expressed genes are shown only for those that displayed greater than twofold differences (*P* < 0.05) as compared with control CD4SP thymocytes. The heat maps represent different ontology groups, including genes encoding for factors that regulate transcription (*left*), signal transduction (*middle*), and cell cycle (*bottom right*). (*Top right*) The heat map displays the KEGG pathway for chemokines, cytokines, and associated receptors.

### A genetic circuitry links Id2 and Id3 and the AKT–FOXO–mTORC1 axis

In previous studies, we had identified a spectrum of target genes regulated by the Id*–*E protein module in T-lineage cells, including *Cxcr5*, *Il10*, *Hif1a*, *Ikzf3*, *Myb*, *Il10ra*, *E2f2*, and *Bmp7* (Miyazaki et al. 2014). 

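Of 22 genes that the study names as targets of the E–Id module, 8 were higher and 9 lower in *Id2*-/-*Id3*-/- CD4SP cells (10 higher and 11 lower when adjusted over the list alone); the study chose them partly on these samples. *Slamf6* and *Cxcr4*, both surface receptor genes, rose from 531 to 3716 and from 474 to 3377 normalized counts in the authors' deposited table, log2 ratios of 2.81 (adjusted p = 1.3e-11) and 2.83 (adjusted p = 8.9e-12). The phosphatase gene *Cdc25b* and the ribosomal S6 kinase gene *Rps6ka2* rose by log2 ratios of 2.62 (adjusted p = 6.9e-09) and 4.23 (adjusted p = 0.0053), from the authors' DESeq p-values. *Il7r*, the IL-7 receptor gene on chromosome 15 from 9505788 to 9530176 of mm10, fell from 3997 to 311 normalized counts in the authors' deposited table, a log2 ratio of -3.69 (adjusted p = 4.0e-04). The log2 ratios of *Il6ra* and *Il10ra*, both cytokine receptor genes, were -2.04 (adjusted p = 1.8e-05) and -2.41 (adjusted p = 6.9e-05), by the authors' test. Of the survival genes, *Bcl2l1*, which encodes Bcl-xL, was lower at -1.25 (adjusted p = 0.021), *Bcl2l11*, which encodes the proapoptotic protein BIM, at -2.74 (adjusted p = 3.8e-08) and *Gadd45b* at -2.86 (adjusted p = 0.028), from p-values in the authors' deposited table. *Bmp7* was higher, at 1.95 (adjusted p = 1.2e-04), from the authors' DESeq p-values. E2A occupancy was not analysed here, so these values bear on expression and not on whether regulation is direct.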

Here we found additional target genes that are directly regulated by the E*–*Id protein axis, including *Foxo1*, *Foxo3*, *Foxp1*, *Slamf6*, *Il7r*, *Il6ra*, *Cxcr4*, *Tgfbr3*, *Wnt10a*, *Cdc25b*, *Gadd45b*, *Bcl2l1*, *Bcl2l11*, and *Rps6ka2* (Supplemental Fig. 9C; data not shown). To examine for molecular pathways or modules associated with depletion of *Id2* and *Id3* expression, transcription signatures derived from *Id*-depleted CD4SP thymocytes and E protein occupancy were linked into a common framework using Cytoscape software (Fig. 6A). Using this approach, we identified an ensemble of E protein targets—including Foxo1, Foxo3 and Foxp1—associated with the maintenance of a naïve and quiescent state. Additionally, a cluster of target genes was identified closely linked with an innate-like transcription signature, including *Myb*, *Plzf*, *Egr2*, and *Sox13* (Fig. 6A; Melichar et al. 2007; Kerdiles et al. 2009; Feng et al. 2011; Hedrick et al. 2012). 

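*Foxo1*, a transcription factor that maintains naive T cells, lies on chromosome 3 from 52268336 to 52353221 of mm10 and fell from 4103 normalized counts in control to 843 in *Id2*-/-*Id3*-/- CD4SP cells in the authors' deposited table, a log2 ratio of -2.28 (adjusted p = 8.6e-07). *Foxp1*, a factor of T cell quiescence on chromosome 6 from 98925338 to 99522721, fell from 4343 to 1211 in the authors' deposited table (log2 ratio -1.84, adjusted p = 6.3e-05). *Foxo3*, on chromosome 10 from 42181841 to 42276755, averaged 1247 and 605 in the authors' deposited table, a log2 ratio of -1.04 (p = 0.013, adjusted p = 0.098). Of 20 naive T cell and thymic exit genes, none was higher, 14 were lower and 6 not called (none higher and 16 lower when adjusted over the list alone). *Bach2*, a repressor of effector genes, was lower at -2.79 (adjusted p = 9.7e-10), by the authors' test. The quiescence factor gene *Klf3* had a log2 ratio of -1.88 (adjusted p = 2.4e-04), from p-values in the authors' deposited table. Of 21 FOXO target genes, none was higher, 10 lower and 11 not called (none higher and 13 lower when adjusted over the list alone).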

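*Sox13*, which acts in IL-17-producing γδ T cells, averaged 127 normalized counts in control and 778 in *Id2*-/-*Id3*-/- CD4SP cells in the authors' deposited table, a log2 ratio of 2.61 (p = 0.020, adjusted p = 0.13). Its relative *Sox5*, on chromosome 6 from 143828425 to 144781977 of mm10, rose from 26.3 to 179 in the authors' deposited table (log2 ratio 2.76, adjusted p = 0.0011). The corepressor gene *Cbfa2t3* rose from 29.0 to 901 and the NOTCH target *Hes5* from 4.47 to 71.3 normalized counts in the authors' deposited table, log2 ratios of 4.95 (adjusted p = 2.3e-22) and 4.00 (adjusted p = 4.3e-10). Of the 27 transcription factor genes shown in Fig. 6A, which the study chose on these samples, 7 were higher, 8 lower and 12 not called in *Id2*-/-*Id3*-/- cells. The averages of 11 TCR γ genes in the authors' deposited table summed to 163 normalized counts in control and 3459 in *Id2*-/-*Id3*-/- cells.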

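Of 31 NFκB and TNF genes, 2 were higher, 11 lower and 18 not called (2 higher and 17 lower when adjusted over the list alone) in *Id2*-/-*Id3*-/- CD4SP cells. Their median log2 ratio of -0.94 lay at percentile 0 of random lists. *Rel*, an NFκB subunit gene, and *Ltb*, which encodes lymphotoxin β, fell from 507 to 212 and from 6064 to 2508 normalized counts in the authors' deposited table, log2 ratios of -1.26 (adjusted p = 0.012) and -1.27 (adjusted p = 0.0094). *Bcl3*, *Lta* and *Icam1* were lower at log2 ratios of -2.06 (adjusted p = 1.5e-06), -1.98 (adjusted p = 4.1e-05) and -1.33 (adjusted p = 0.039), from the authors' DESeq p-values. The adaptor gene *Traf5* was higher at 1.21 (adjusted p = 0.019), by the authors' test. Of 19 TGFβ genes, 1 was higher, 5 lower and 13 not called (2 higher and 6 lower when adjusted over the list alone). *Skil* and *Smurf2*, both inhibitors of SMAD signaling, were lower at -1.72 (adjusted p = 1.5e-04) and -1.36 (adjusted p = 0.0067), from p-values in the authors' deposited table. Of 15 WNT genes, 3 were higher, 2 lower and 10 not called (3 higher and 3 lower when adjusted over the list alone). The receptor gene *Fzd7* was higher at 3.54 (adjusted p = 0.028), from the authors' DESeq p-values. Of 13 NOTCH genes, 1 was higher, 2 lower and 10 not called (1 higher and 2 lower when adjusted over the list alone). *Notch1* itself was lower at -1.08 (adjusted p = 0.043), by the authors' test. The adenylate cyclase gene *Adcy7* was higher at 1.76 (adjusted p = 3.6e-05), from p-values in the authors' deposited table. Of 51 genes in the networks of Fig. 6B, chosen by the study on these samples, 19 were higher and 26 lower. The occupancy data behind the networks were not analysed here.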

Finally, we found that clusters of genes associated with the PI3K–AKT/FoxO/mTOR, NFκB/TNF, MAPK, Rap1, cytokine/chemokine, and p53/cell cycle pathways were targeted by the E and Id protein module (Fig. 6B).

**Figure 6.**
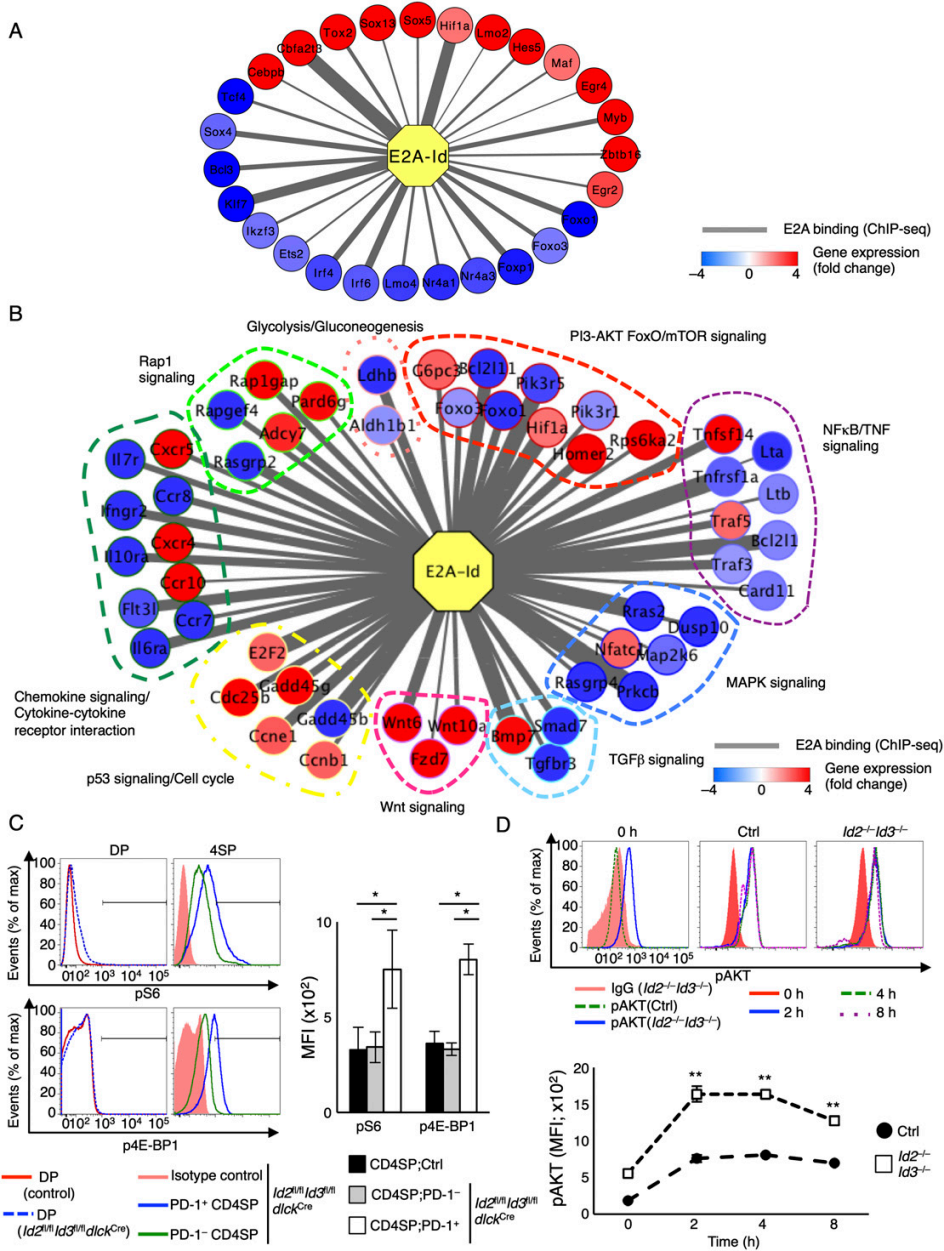
Id2, Id3, and the FOXO/mTOR axis. (*A*) Regulatory network that connects the activity of E proteins and an ensemble of transcriptional regulators in Id2- and Id3-depleted CD4SP thymocytes into a common framework. E2A ChIP-seq (chromatin immunoprecipitation [ChIP] combined with deep sequencing) data were derived from E2A-deficeint T-cell lymphoma cells transduced with E47 (Lin et al. 2010). The widths of the connectors reflect relative peak scores of E2A occupancy. Colors reflect higher (red) or lower (blue) gene expression levels in *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ CD4SP cells as compared with control CD4SP thymocytes. (*B*) Networks that link distinct pathways, as defined by KEGG analysis, to E2A occupancy. (*C*) Flow cytometric analysis of phosphorylation of S6 (pS6) and 4E-BP1 (p4E-BP1) in DP and CD4SP cells for the indicated populations derived from control and *Id2*^fl/fl^*Id3*^fl/fl^*dLck*^Cre^ mice. The graph shows the level of phosphorylated S6 and 4E-BP1, presented as MFI. Data are representative of three independent experiments (mean ± SD; *n* = 3 biological replicates). (*D*) Flow cytometric analysis of phosphorylation of AKT. Sorted CD4SP cells (CD4^+^CD8^−^TCRβ^+^CD1d-tet^−^) derived from the *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ thymus were stimulated with plate-coated anti-CD3ε (2 μg/mL) and anti-CD28 (5 μg/mL) antibodies and analyzed at the indicated time points for pAKT expression. (*) *P* < 0.05; (**) *P* < 0.01 (Student’s *t*-test).

To validate these findings, we examined activation of the mTOR and AKT pathways in developing thymocytes using flow cytometry. We found significant increases in phospho-S6 and phospho-4E-BP1 levels in *Id2*- and *Id3*-depleted PD-1^+^ CD4SP cells derived from *Id2*^fl/fl^*Id3*^fl/fl^*dLck*^Cre^ thymi as compared with control thymi (Fig. 6C). As predicted, phospho-S6 and phospho-4E-BP1 levels were not altered in PD-1^−^ CD4SP or DP cells derived from *Id2*^fl/fl^*Id3*^fl/fl^*dLck*^Cre^ versus control mice (Fig. 6C). To determine whether the E*–*Id protein axis also regulates the activity of the mTORC pathway to control the expansion of innate γδ T cells, Id3^−/−^ Vγ1.1^+^ cells were examined for the expression of phospho-S6 and phospho-4E-BP1. Indeed, Id3^−/−^ Vγ1.1^+^ cells displayed significantly increased levels of phopho-S6 and phospho-4E-BP1 (Supplemental Fig. 10). In contrast, Id3^−/−^ Vγ2^+^ cells were not associated with elevated levels of phopho-S6 and phospho-4E-BP1 (Supplemental Fig. 10). Next, we examined the phosphorylation status of AKT (pAKT) in sorted control and Id-depleted CD4SP thymocytes. We found that resting control CD4SP cells lacked detectable levels of pAKT (Fig. 6D, left panel). However, activating TCR signaling readily elevated levels of pAKT (Fig. 6D, middle and right panels). Notably, *Id2*- and *Id3*-depleted CD4SP cells exhibited pAKT expression in the absence of TCR stimulation, and TCR-mediated signaling resulted in even higher levels of pAKT (Fig. 6D, bottom). Taken together, these data indicate that the E–Id protein axis modulates the PI3K–AKT–FOXO–mTORC1 pathway at multiple steps.

### Id2 and Id3 suppress the development of αβ T-cell lymphomas

Previous studies have demonstrated that the development of Burkitt lymphoma is closely associated with mutations across the Id3 HLH region, that forced expression of Id2 in a murine model of BCR–ABL interferes with the development of chronic myeloid leukemia, and that Id3-deficient mice develop γδ T-cell lymphomas (Ko et al. 2008; Li et al. 2010; Schmitz et al. 2012). To determine whether the combined loss of *Id2* and *Id3* expression in T-lineage cells leads to the development of lymphoma, aged *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ mice were monitored for signs of distress. We found that a substantial fraction of 6- to 8-mo-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ mice exhibited ruffled fur, hunched posture, and rectal prolapse (data not shown). The majority of *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ or *Id2*^fl/fl^*Id3*^fl/fl^*dLck*^Cre^ mice died within 1 yr (Fig. 7A). Histological analysis showed moderate to severe colitis in 6- to 8-mo-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^, *Id2*^fl/fl^*Id3*^fl/fl^*CD4*^Cre^, and *Id2*^fl/fl^*Id3*^fl/fl^*dLck*^Cre^ mice (Fig. 7B; Supplemental Fig. 11A). In addition to colitis, we noted splenomegaly and large subcutaneous and/or mesenteric lymph nodes in 21 out of 41 8- to 14-mo-old *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^, *Id2*^fl/fl^*Id3*^fl/fl^*CD4*^Cre^, and *Id2*^fl/fl^*Id3*^fl/fl^*dLck*^Cre^ mice (Fig. 7C). Four out of 21 *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^, *Id2*^fl/fl^*Id3*^fl/fl^*CD4*^Cre^, and *Id2*^fl/fl^*Id3*^fl/fl^*dLck*^Cre^ mice also developed thymic lymphoma (Fig. 7C; Supplemental Fig. 11B). Histopathological analysis of the peripheral lymphoid organs displayed a disorganized architecture, such as blurring of the demarcation between red and white pulp in the spleen, with infiltrating monomorphic lymphoid cells containing large polymorphic nuclei and scant cytoplasm (Fig. 7D; Supplemental Fig. 11C). The infiltrate in the lungs derived from *Id2*^fl/fl^*Id3*^fl/fl^*CD4*^Cre^ mice was composed of neoplastic nucleated cells (Fig. 7E). We note that lymphocyte infiltration was not caused by inflammatory disease, since there was no evidence of elevated mucin levels in the bronchial epithelium (lack of periodic acid Schiff [PAS]-positive goblet cells) (Fig. 7E). The lymphomas that developed in lymph nodes and spleens were mainly composed of TCRβ^+^CD3^+^ T-lineage cells associated with a CD8^low^CD4^−^, CD8^−^CD4^−^ or CD8^−^CD4^+^ phenotype (Supplemental Fig. 11E). As expected, a large fraction of these cells showed CXCR5 and PD-1 expression (Supplemental Fig. 11E). Finally, we found that lymphoma cells were highly malignant, as evidenced by metastasis across the liver (17 out of 21), kidney (three out of 10), and lung (10 out of 21) tissues (Fig. 7C,E; Supplemental Fig. 11B,D). Collectively, these observations indicate that depletion of Id2 and Id3 in T-lineage cells leads to increased levels of morbidity caused by the development of lymphoma and/or inflammatory disease.

**Figure 7.**
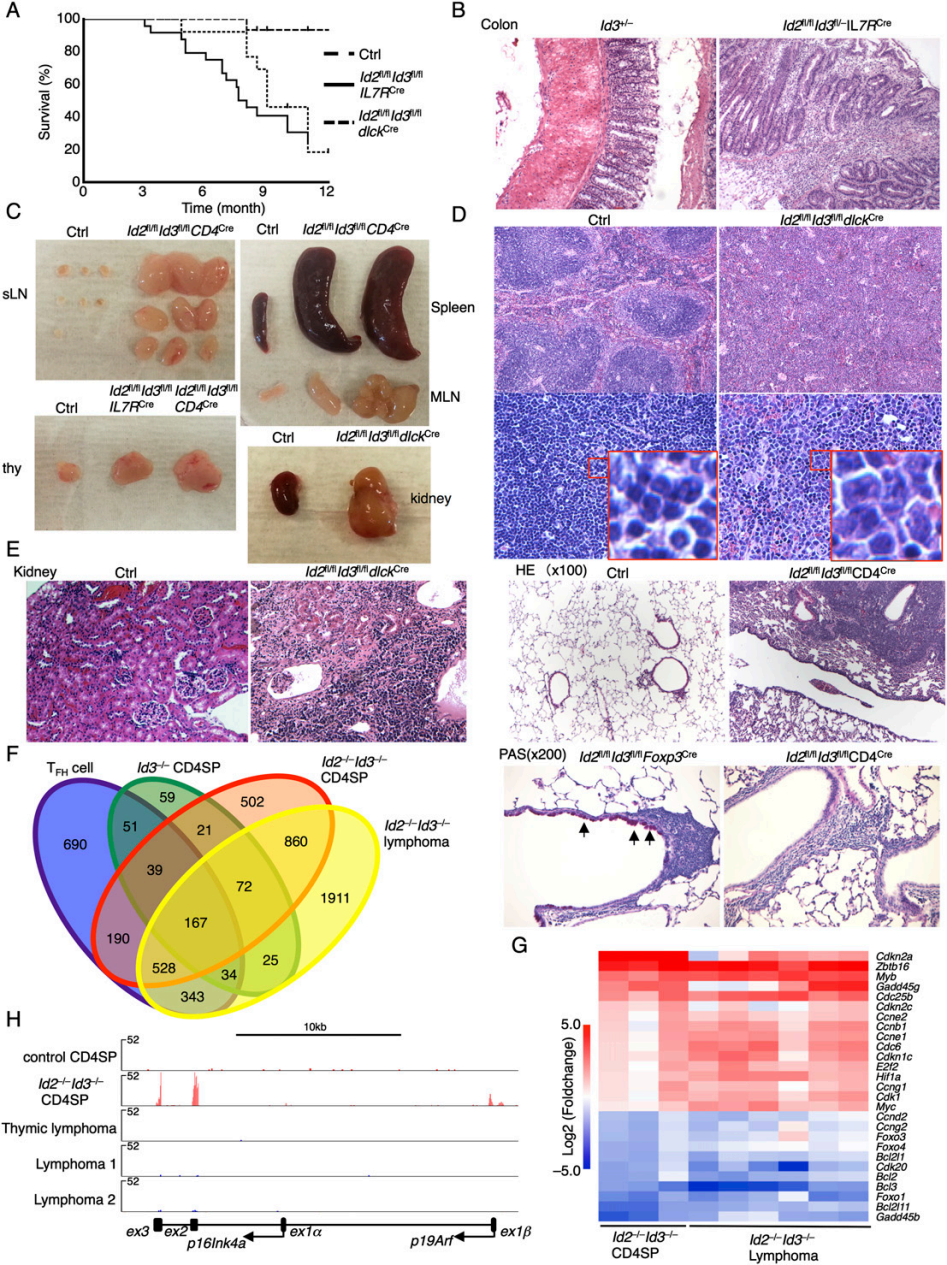
Id2 and Id3 suppress the development of T-cell lymphoma. (*A*) Kaplan-Meier curve of a survival plot of *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^, *Id2*^fl/fl^*Id3*^fl/fl^*dLck*^Cre^, and littermate control mice. (*Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^, *n* = 24; *Id2*^fl/fl^*Id3*^fl/fl^*dLck*^Cre^, *n* = 14; control, *n* = 16). (*B*) Representative H&E staining of colons derived from 6-mo-old *Id3*^+/−^ or *Id2*^fl/fl^*Id3*^fl/−^*IL7R*^Cre^ mice. Original magnification, 100×. (*C*) Representative images of subcutaneous lymph nodes (sLN), thymi, spleens, mesenteric LNs (MLN), and kidneys derived from 8- to 12-mo-old control, *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^, *Id2*^fl/fl^*Id3*^fl/fl^*CD4*^Cre^, and *Id2*^fl/fl^*Id3*^fl/fl^*dLck*^Cre^ mice are shown. (*D*) Representative H&E stainings of spleens derived from control and *Id2*^fl/fl^*Id3*^fl/fl^*dLck*^Cre^ mice are displayed. Original magnifications: *top*, 100×; *bottom*, 400×. (*E*) Representative H&E stainings of kidneys (*left*) and lungs (*top right*) derived from control, *Id2*^fl/fl^*Id3*^fl/fl^*dLck*^Cre^, and *Id2*^fl/fl^*Id3*^fl/fl^*CD4*^Cre^ mice are shown. The kidney section was derived from metastasis of lymphoma cells as shown in *C*. (*Bottom right*) PAS stainings of the lungs from *Id2*^fl/fl^*Id3*^fl/fl^*Foxp3*^Cre^ and *Id2*^fl/fl^*Id3*^fl/fl^*CD4*^Cre^ mice are shown. Arrows indicate mucus-producing goblet cells. Original magnifications: kidney, 200×; lung (H&E), 100×; lung (PAS), 200×. (*F*) The Venn diagram shows overlaps among T_FH_ cells, *Id3*^−/−^ CD4SP cells, *Id2*^−/−^*Id3*^−/−^ CD4SP cells, and *Id2*^−/−^*Id3*^−/−^ lymphoma cells as compared with control CD4SP cells, as shown in Figure 5C. (*G*) Heat map for selected significantly differentially expressed genes that are differentially expressed in *Id2-* and *Id3-*depleted CD4SP thymocytes as well as lymphomas. Clusters of genes associated with cell cycle and tumor suppression are indicated. (*H*) Visualized RNA-seq data across the *Cdkn2a* locus, presented in reads per million reads aligned (RPM). Arrows indicate transcription start site of *p19Arf* and *p16Ink4a* gene and direction of transcription.

### The c-Myc and p19Arf axis and the development of Id2- and Id3-deficient lymphomas

To gain insight into the mechanism that underpins the development of lymphoma in *Id2-* and *Id3-*deficient mice, transcription signatures were analyzed from a set of lymphomas using RNA-seq. 

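The lymphoma libraries number 6 and were compared in the authors' deposited table with the 5 control CD4SP libraries. By the sample labels, 4 were sorted as CD4-positive and 2 as CD8-positive TCRβ-positive cells, and 4 came from lymph node, 1 from spleen and 1 from thymus. All controls were thymic CD4SP cells, so tissue and sort differ along with the tumor. The controls were 8 wk old, whereas the paper describes lymphomas in aged mice of several Cre lines, so age and Cre line may differ too. The sources used here give neither for each lymphoma. *Id2* averaged 30.5 normalized counts in the lymphomas in the authors' deposited table, a log2 ratio of -6.23 (adjusted p = 7.2e-14), and *Id3* 857, a log2 ratio of -1.22 (adjusted p = 0.0069). Processing, filter and adjustment were those of the CD4SP comparison. Of the genes tested, 4354 of 15527 were called, 2061 higher and 2293 lower. At over 2-fold and an unadjusted p under 0.05, 1963 genes were higher and 2144 lower. *Xist* averaged 10477 normalized counts and the Y-linked gene *Ddx3y* 8.04 in the lymphomas in the authors' deposited table, against 663 for *Ddx3y* in control cells. The sex of the mice may therefore differ too. *Cd8a* averaged 128 normalized counts in control cells and 1388 in the lymphomas in the authors' deposited table (adjusted p = 0.0069). Of the markers of other cells, CD8 T cell markers were 2 higher and 1 lower of 7 kept, B cell markers 5 higher and none lower of 15, and germinal center B and plasma cell markers 2 higher and 1 lower of 13. Thymic epithelial and stromal markers were 3 higher and 1 lower of 8. CD4+CD8+ thymocyte markers were 4 higher and 2 lower of 12, regulatory T cell markers 1 higher and 7 lower of 12, and NK and γδ T cell markers 2 higher and none lower of 11. Myeloid markers were 1 higher and none lower of 16, erythroid markers none higher and 1 lower of 5, and basophil and mast cell markers none higher and 1 lower of 3. Of 10 granulocyte markers none was called at an adjusted p under 0.05. The median log2 ratios of the myeloid, granulocyte and basophil and mast cell markers were 2.17, 3.402 and 6.21, each at percentile 100 of random lists, and that of the erythroid markers 2.81 at percentile 98.3. The group average cannot show how the 6 tumors differ from one another.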

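Of the genes called in *Id2*-/-*Id3*-/- CD4SP cells at over 2-fold and an unadjusted p under 0.05, 1673 were also called in the lymphomas against the same controls, 886 higher in both, 746 lower in both and 41 opposite. In the thymocytes but not the lymphomas, 731 passed. *Cntnap1* and *Garem1* had log2 ratios of 7.02 (adjusted p = 1.7e-47) and 7.39 (adjusted p = 3.5e-28) in the lymphomas, and *Plac8* 6.20 (adjusted p = 3.2e-20), from the authors' DESeq p-values. *Stc2*, which encodes the secreted glycoprotein stanniocalcin 2, averaged 19.8 normalized counts in control, 2467 in *Id2*-/-*Id3*-/- CD4SP cells and 3910.0 in the lymphomas in the authors' deposited table, log2 ratios of 6.96 (adjusted p = 2.1e-17) and 7.62 (adjusted p = 7.1e-22). *Zbtb16* and *Cxcr5* were higher in the lymphomas as well, at 4.25 (adjusted p = 9.3e-23) and 5.07 (adjusted p = 1.1e-06), by the authors' test. *Tgfbr3* and *Bach2* were lower, at -5.33 (adjusted p = 2.9e-52) and -2.91 (adjusted p = 1.8e-20), from p-values in the authors' deposited table. Independent lists of these sizes would share 165.0 higher and 151.5 lower genes, and simulated unchanged groups against shared controls 61.6 and 62.1. Here too the simulated counts are not matched to the 2-fold rule and give no direct no-change value. Part of the excess over independent lists may come from the control libraries that both comparisons use.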

We found that *Id2-* and *Id3-*deficient lymphomas revealed transcription profiles that overlapped with those derived from *Id2-* and *Id3-*deficient CD4SP cells (Fig. 7F). Specifically, ∼2100 genes were differentially expressed in *Id2-* and *Id3-*deficient lymphomas versus *Id2*- and *Id3*-depleted CD4SP cells (Supplemental Fig. 12A,B). 

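Comparing the averages of the 2 groups directly, 1623 of 14549 genes were over 2-fold higher in the lymphomas than in *Id2*-/-*Id3*-/- CD4SP cells and 1932 over 2-fold lower, with 1 normalized count added to each average. These are ratios of averages in the authors' deposited table, with no test between the groups. The Y-linked gene *Ddx3y* averaged 8.04 in the lymphomas and 1478 in *Id2*-/-*Id3*-/- cells, so the sex of the mice may differ as well. *Il7r* averaged 3392 normalized counts in the lymphomas, 10.9 times its average in *Id2*-/-*Id3*-/- cells in the authors' deposited table. The T-box gene *Tbx4* averaged 1119 in the lymphomas and 32.4 in *Id2*-/-*Id3*-/- cells in the authors' deposited table. *Cthrc1* averaged 5.37 in the lymphomas, and the glypican gene *Gpc2* averaged 1.36 against 89.8 in *Id2*-/-*Id3*-/- cells in the authors' deposited table. *Igfbp4* averaged 941 and 9899.6 in the same order in the authors' deposited table. *Foxp3*, the regulatory T cell factor gene, averaged 14.6 in the lymphomas and 280.5 in *Id2*-/-*Id3*-/- cells in the authors' deposited table. Of the markers of other cells, those of granulocytes, erythroid cells, basophils and mast cells, and myeloid cells had the median log2 ratios 4.51, 3.97, 3.67 and 1.61 between the lymphomas and *Id2*-/-*Id3*-/- cells. NK and γδ T cell markers had a median log2 ratio of -1.85 between the groups and CD8 T cell markers one of 1.74, and 2 of the 6 lymphomas were sorted as CD8-positive cells. Of 12 CD4+CD8+ thymocyte markers, 8 were over 2-fold higher in the lymphomas and 1 lower (median 1.27). Of 10 B cell markers, 5 were over 2-fold higher and 2 lower (median 0.94). Of 18 genes that respond to cell handling, 7 were over 2-fold higher and 1 lower (median 0.51).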

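In the average over the 6 lymphomas, *Trbv1* held 51.4% of *Trbv* transcripts and *Trbv20* 30.1%, against 7.35% and 2.85% in control CD4SP cells. The effective number of Vβ genes was 3.39. *Trbv2*, *Trbv19* and *Trbv31*, chosen after their values were seen, were lower than in control cells, with log2 ratios of -7.52 (adjusted p = 6.2e-62), -7.29 (adjusted p = 1.9e-62) and -7.47 (adjusted p = 2.4e-63) in the authors' deposited table. For Vα, the effective number was 9.21, and *Trav7-2* and *Trav9n-3* led with 29.5% and 18.4% of *Trav* transcripts. *Trav9d-3* followed with 17.8%. *Trav9n-3* and *Trav9d-3* had the same average, 46.5 normalized counts, in control cells, so they may share reads. Their shares were not combined here, so the order of the leading Vα genes is not settled. *Traj4* held 47.3% of *Traj* transcripts, on a sum of 184 normalized counts. For *Trav*, the inverse Simpson index gave 5.83 and families summed 4.01. An average over tumors can hold more V genes than any 1 of them, and the use in each tumor was not analysed here.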

The majority of isolated lymphomas expressed a limited TCR repertoire, arguing against polyclonal expansion (Supplemental Fig. 12C,D). We found that the differences in transcription profiles between lymphomas and CD4SP cells were closely associated with genes involved in metabolism, proliferation, and the immune response (Supplemental Fig. 12E). 

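Of 29 MYC target genes, 24 were higher, 1 lower and 4 not called (25 higher and 1 lower when adjusted over the list alone) in the lymphomas against control CD4SP cells. The nucleolar protein genes *Ncl* and *Npm1* rose by log2 ratios of 1.63 (adjusted p = 1.2e-05) and 1.47 (adjusted p = 5.1e-05) and the spermidine synthase gene *Srm* by 1.59 (adjusted p = 1.3e-05), from the authors' DESeq p-values. Of 24 glycolysis genes, 13 were higher, 2 lower and 9 not called (13 higher and 3 lower when adjusted over the list alone). *Hk2*, the hexokinase 2 gene, had a log2 ratio of 2.51 (adjusted p = 1.9e-09) and *Tpi1* one of 2.60 (adjusted p = 2.2e-12), by the authors' test. Of 29 G1/S genes, 18 were higher, 2 lower and 9 not called (20 higher and 2 lower when adjusted over the list alone). Of 26 G2/M genes, 14 were higher, none lower and 12 not called (15 higher and none lower when adjusted over the list alone). The replication helicase gene *Mcm6* rose by a log2 ratio of 2.10 (adjusted p = 1.2e-05) and the cyclin B2 gene *Ccnb2* by 1.54 (adjusted p = 0.0033), from p-values in the authors' deposited table. Among immune genes, 17 of 31 NFκB and TNF genes were lower and 2 higher (2 higher and 18 lower when adjusted over the list alone). *Ltb* had a log2 ratio of -2.51 (adjusted p = 5.4e-14), from the authors' DESeq p-values. For naive T cells, 12 of 20 naive T cell and thymic exit genes were lower and 1 higher (1 higher and 12 lower when adjusted over the list alone). Directly between the averages of lymphomas and *Id2*-/-*Id3*-/- CD4SP cells, with no test, 6 of 24 glycolysis genes and 4 of 29 MYC target genes were over 2-fold higher in the lymphomas and none was over 2-fold lower. No G1/S or G2/M gene differed by over 2-fold. The median log2 ratios of these 4 lists were 0.76, 0.60, 0.26 and 0.25.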

As predicted, we found substantial decreased levels of *Foxo1* and *Foxo3* as well as an elevated abundance of *c-Myc* and *Hif1a* (Fig. 7G). 

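*Foxo1* averaged 913 normalized counts in the lymphomas in the authors' deposited table, a log2 ratio to control CD4SP cells of -2.17 (adjusted p = 1.2e-11). *Foxo3* averaged 803 in the authors' deposited table, a log2 ratio of -0.64 (p = 0.037, adjusted p = 0.10). *Myc*, on chromosome 15 from 61985391 to 61990374 of mm10, rose from 1576 to 4326 normalized counts in the authors' deposited table (log2 ratio 1.46, adjusted p = 6.1e-04). It averaged 3015 in *Id2*-/-*Id3*-/- CD4SP cells (log2 ratio 0.94, p = 0.024, adjusted p = 0.15), by the authors' test. *Hif1a*, the hypoxia response factor gene on chromosome 12 from 73901375 to 73947530, rose from 1357 to 4361 in the authors' deposited table (log2 ratio 1.68, adjusted p = 0.0027). It averaged 2932 in *Id2*-/-*Id3*-/- CD4SP cells (log2 ratio 1.11, p = 0.033, adjusted p = 0.19), from p-values in the authors' deposited table. Of 22 HIF1A target genes, 5 were higher, 1 lower and 16 not called (6 higher and 1 lower when adjusted over the list alone). *Egln3* and *Slc2a1*, a glucose transporter gene, were higher at 3.38 (adjusted p = 2.7e-16) and 1.10 (adjusted p = 0.0044), from the authors' DESeq p-values. Of 21 FOXO target genes, 1 was higher, 13 lower and 7 not called (1 higher and 13 lower when adjusted over the list alone). Of 43 genes of the PI3K-AKT-FOXO-mTOR pathway, 6 were higher, 12 lower and 25 not called (6 higher and 12 lower when adjusted over the list alone).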

Conspicuous among the spectrum of aberrantly expressed genes was the *Cdkn2a* locus. 

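*Cdkn2a* lies on chromosome 4 from 89274471 to 89294653 of mm10. It averaged 2.57 normalized counts in control, 192 in *Id2*-/-*Id3*-/- CD4SP cells and 6.01 in the lymphomas in the authors' deposited table, log2 ratios to control of 6.22 (adjusted p = 3.3e-12) and 1.23 (p = 0.16). In T_FH_ cells it averaged 7.10 (p = 0.29) and in the libraries labelled *Id3*-/- 17.3 (p = 0.0013, adjusted p = 0.13) in the authors' deposited table. The average in *Id2*-/-*Id3*-/- cells was 31.9 times that in the lymphomas, a ratio of averages with no test between the 2 groups. Of 21 CDK inhibitor and tumor suppressor genes, 1 was higher, 5 lower and 15 not called (1 higher and 5 lower when adjusted over the list alone) in the lymphomas. *Cdkn1b*, which encodes p27Kip1, was lower at -1.25 (adjusted p = 3.6e-04), *Rb1* at -1.68 (adjusted p = 4.3e-07) and *Bcl11b* at -1.20 (adjusted p = 4.5e-04), by the authors' test. *Cdkn2c* had a log2 ratio of 0.16 (p = 0.64) there, from p-values in the authors' deposited table. Of the 27 genes shown in Fig. 7G, which the study chose on these samples, 11 were higher and 10 lower in the lymphomas.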

Notably, *Cdkn2a* transcript abundance was high in *Id2*^fl/fl^*Id3*^fl/fl^*IL7R*^Cre^ CD4SP cells but low in lymphoma cells (Fig. 7G). The *Cdkn2a* locus encodes for two tumor suppressors: *p16Ink4a* and *p19Arf*. *p19Arf* is activated by *c-Myc* and has been demonstrated to suppress lymphomagenesis (Kamijo et al. 1997; Zindy et al. 2003). We found that *p19Arf* but not *p16Ink4a* transcript abundance was elevated in the self-renewing innate variant T_FH_-like population (Fig. 7H). In contrast, *p19Ar*f transcript levels were virtually undetectable in Id-deficient lymphomas (Fig. 7H). 

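*Cdkn2a* is read from the minus strand of chromosome 4, and its 2 annotated transcripts of GRCm38, the assembly also named mm10, differ in exon 1. Exon 1 of transcript Cdkn2a-202, known as exon 1β and the start of p19Arf, spans 89294334 to 89294653, and exon 1 of Cdkn2a-201, known as exon 1α and the start of p16Ink4a, spans 89281986 to 89282192. Both transcripts use exon 2, from 89276645 to 89276985, which they read in different frames, and exon 3, from 89274471 to 89274774 in Cdkn2a-201 and from 89274541 to 89274774 in Cdkn2a-202. The values in the authors' deposited table are for the whole gene, so they hold reads of both transcripts and of the exons that the 2 share, and they cannot tell p19Arf from p16Ink4a. The read tracks of Fig. 7H are not analysed here. From raised c-Myc and p19Arf levels in the *Id2*-/-*Id3*-/- thymocytes and from earlier work on the regulation of c-myc by E proteins and of p19Arf by c-Myc, the paper proposes that loss of Id expression raises c-Myc, which in turn induces p19Arf. It speculates that p19Arf then attenuates the expansion of these cells.

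**Figure D2:**
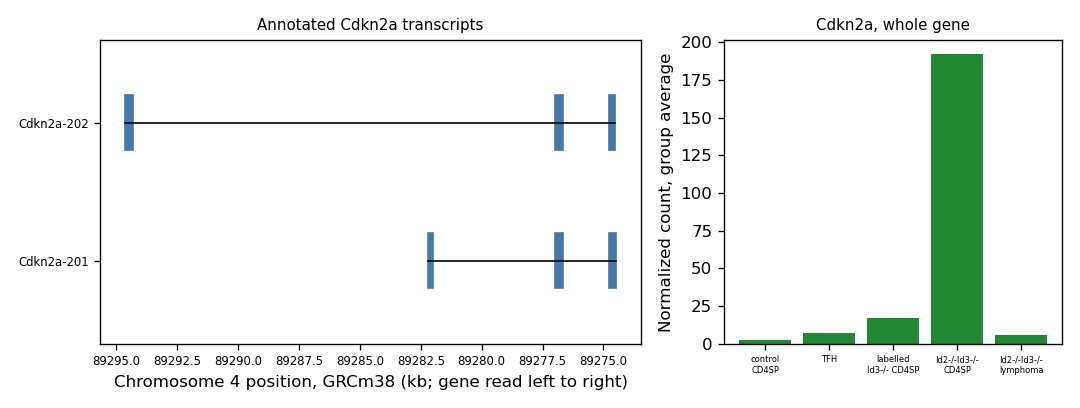
Left, exons (boxes) and introns (lines) of the 2 annotated *Cdkn2a* transcripts along chromosome 4 of GRCm38, with positions in kb falling from left to right since the gene is on the minus strand. Right, group averages of the whole gene in normalized counts from the authors' deposited table, as bars from 0 without error bars since no value per library was used. The average is 192 in *Id2*-/-*Id3*-/- CD4SP cells and 6.01 in the lymphomas.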

Taken together, these data point to a regulatory circuitry that maintains thymocyte quiescence and provide a mechanism involving *c-myc* and *p19Arf* that underpins the development of T-cell lymphoma in *Id2-* and *Id3-*deficient T cells.

## Discussion

Previous studies have demonstrated that positive selection is enforced by the E and Id protein module (Bain et al. 1999; Jones and Zhuang 2007; Jones-Mason et al. 2012). Here we examined how the Id proteins orchestrate thymocyte selection. Based on this analysis, we propose two key steps that involve Id2 and Id3 during the positive selection process. The first step involves the induction of *Id3* expression by TCR-mediated signaling. The second step involves the induction of *Id2* expression in cells that have already received a TCR signal. We demonstrate here that *Id2*- and *Id3*-depleted thymocytes were not able to pass this second step of selection, with the exception of a slowly expanding population of cells that was characterized by an innate-like transcription signature. Innate T cells, including iNKT, T-CD4T, and MAIT cells, are selected by a mechanism that is distinct from that of conventional CD4SP thymocytes (Li et al. 2005; Lee et al. 2010; Alonzo and Sant’Angelo 2011; Gold and Lewinsohn 2013). Specifically, iNKT and MAIT cells are MHC class I-like-restricted, involving innate TCR signaling. Additionally, iNKT and T-CD4 T cells are selected by DP thymocytes rather than by thymic epithelial cells. Hence, we propose that differences in TCR-mediated signaling—conventional or innate-mediated TCR signaling—affect the duration and/or periodicity of *Id3* and/or *Id2* transcription and that CD4 T cells selected by MHC class II in thymic epithelial cells but not innate CD4 T cells require *Id2* and *Id3* expression. Differences in the strength, periodicity, and timing of *Id2* and *Id3* expression would then instruct progenitors to commit to either the adaptive or innate T-cell lineage.

We found that *Id2*- and *Id3*-depleted positively selected thymocytes express a T_FH_-like program of gene expression. Particularly intriguing was the decline of *Foxo1* and *Foxp1* abundance in *Id*-depleted CD4SP thymocytes. *Foxo1* and *Foxp1* are well-characterized suppressors of the T_FH_ cell fate (Hedrick et al. 2012; Wang et al. 2014; Xiao et al. 2014). These data bring into question how Id proteins and *Foxo1* and *Foxp1* are linked. We found E2A-bound sites across regulatory regions associated with the *Foxo1* and *Foxp1* loci. Hence, we suggest that in CD4SP thymocytes, the E proteins act as transcriptional repressors that interfere with *Foxo1* and *Foxp1* transcription. High levels of *Id2* and *Id3* antagonize the DNA-binding activity of E proteins, relieving *Foxo1* and *Foxp1* from E2A/HEB-mediated repression. Elevated levels of *Foxo1* and *Foxp1* in turn would prevent the premature activation of a T_FH_ lineage-specific program of gene expression (Supplemental Fig. 13A).

A notable feature of our findings is the development of an innate variant T_FH_ cell population in mice depleted for *Id2* and *Id3* expression. Are these cells genuine T_FH_ cells? We noted overlap but also significant differences in transcription signatures upon comparing T_FH_ and *Id*-depleted innate T_FH_ cells. Notably, *Bcl6* and *Ascl2* expression, closely associated with a T_FH_-specific program of gene expression (Crotty 2014), were not modulated, at least transcriptionally, in *Id*-depleted CD4SP thymocytes. Despite these differences, we found that *Id*-depleted innate variant T_FH_ cells secreted high levels of IL-4, required interaction with MHC class I-like molecules, and their presence was closely associated with the spontaneous development of GCs. Hence, we suggest that these cells represent a distinct subset of T_FH_ cells (Supplemental Fig. 13B).

A key aspect of the findings reported here involves a slowly expanding population of innate T_FH_-like cells. How do Id2 and Id3 regulate thymocyte quiescence? We found that multiple pathways known to maintain lymphocyte quiescence were affected by depletion of *Id2* and *Id3* expression. Prominent among these was the FOXO–mTOR module. The roles for the FoxO proteins in maintaining thymocyte quiescence and acting as tumor suppressors are well documented (Paik et al. 2007; Kerdiles et al. 2009; Hedrick et al. 2012). Similarly, spontaneous activation of the mTORC1 pathway in *Tsc1*-deficient T cells leads to an increase in cell size and loss of quiescence, phenotypes that are equivalent to that described here for *Id2*- and *Id3*-depleted CD4SP thymocytes (Yang et al. 2011b). As mentioned previously, the entire ensemble of *Foxo* loci, including *Foxo1*, *Foxo3*, and *Foxo4*, appears to be controlled by the E*–*Id protein module. Likewise, the AKT–FOXO–mTOR pathway was activated in *Id2*- and *Id3*-depleted CD4SP thymocytes as well as in *Id3*-deficient innate γδ T cells. Multiple levels of regulation by the E*–*Id axis appear to be involved here: (1) modulation of Foxo transcript levels, (2) activation of the AKT pathway plausibly mediated by changes in the expression of an ensemble of PTPN phosphatases that are modulated upon depletion of Id2 and Id3, and (3) activation of the mTORC pathway in part by induction of Rps6ka2 expression. We suggest that this form of regulation is not restricted to innate variant T_FH_ and a subset of Vγ1.1 γδ T cells. Rather, we propose that the regulation of the PI3K–FOXO–mTOR pathway by the E*–*Id axis is a general mechanism that underpins the homeostasis of lymphoid progenitors and self-renewing committed B and T lymphoid cells.

Finally, we found that *c-Myc* and *p19Arf* levels were elevated in *Id*-depleted CD4SP thymocytes. *p19Arf* is a well-known tumor suppressor that is regulated by c-Myc (Lowe and Sherr 2003). Previous studies have demonstrated that c-myc expression is directly regulated by E proteins (Schwartz et al. 2006). Hence, we suggest that loss of Id expression leads to elevated c-Myc abundance, which in turn leads to the induction of *p19Arf* expression. We speculate that cellular expansion upon depletion of *Id2* and *Id3* expression is attenuated by the induction of *p19Arf* expression. This then would lead to a population that slowly self-renews. How do lymphomas develop in *Id2*- and *Id3*-depleted thymocytes? We speculate that, through mechanisms yet to be determined, *p19Arf* expression is inactivated in a single progenitor, releasing the brakes and ultimately leading to the development of a monoclonal αβ T-cell lymphoma (Supplemental Fig. 13C; von Boehmer 2004).

The mechanisms that underpin the development of αβ T-cell lymphomas in *Id2*- and *Id3*-depleted mice overlap with those observed in human Burkitt lymphoma and a murine model of Burkitt lymphoma (Sander et al. 2012; Schmitz et a. 2012). It is now established that the development of Burkitt lymphoma is closely associated with high levels of *c-Myc* expression and mutations localized across the HLH region of *Id3* (Love et al. 2012; Schmitz et al. 2012). Likewise, we found that *Id2*- and *Id3*-depleted murine T-cell lymphomas expressed relatively high levels of *c-Myc* expression. There are also similarities between the two sets of lymphomas as they relate to the PI3K pathway. Burkitt lymphomas are associated with increased PI3K signaling and display an activated AKT pathway (Sander et al. 2012; Schmitz et al. 2012). We found that Id-deficient CD4 T cells displayed decreased abundance of *Foxo1/3* expression as well as activated AKT and mTORC1 pathway. Upon examining transcription signatures in human T-cell lymphomas, we found that changes in *Id2*, *Foxo1*, and *Foxo3* abundance were significantly associated with the development of human T-cell lymphoma, (Supplemental Fig. 14; Piccaluga et al. 2007). Finally, since a very high fraction of aged mice display symptoms of inflammatory disease, it is conceivable that chronic inflammation contributes to the development of T-cell lymphoma in *Id2*- and *Id3*-deficient mice similarly to as described for viral infections associated with the development of human lymphomas.

## Materials and methods

### Mice

C57BL/6, *Id3*^f/f^, *Id2*^f/f^, *Id3*^−/−^, *Id2*^YFP/+^, *Id3*^GFP/+^, *IL7Rα*^Cre^, *CD4*^Cre^, *dLck*^Cre^, and *ROSA*^YFP/YFP^ mice were bred and housed in specific pathogen-free conditions in accordance with the Institutional Animal Care and Use Guidelines of the University of California at San Diego.

### Flow cytometry and cell sorting

Single-cell suspensions from the bone marrow, thymus, and spleen were stained with the following: FITC-labeled, PE-labeled, APC-labeled, APC-Cy7-labeled, Pacific Blue-labeled, Alexa Fluor 700-labeled, Alexa Fluor 780-labeled, PerCP-Cy5.5-labeled, PE-Cy7-labeled, or biotin-labeled monoclonal antibodies, which were purchased from BD PharMingen, including CD11c (HL3), CD44 (IM7), CXCR5 (2G8), IgG1 (A85-1), CD95 (Jo-2), CD138 (281-2), GL-7, Ki67 (B56), and phospho-AKT (M89-61). CD8 (53-6.7), CD19 (ID3), CD38 (90), CD62L (MEL-14), CD44 (IM7), CD69 (H1.2F3), CD127 (A7R34), B220 (RA3-6B2), Mac1 (M1/70), Gr1 (RB6-8C5), Nk1.1 (PK136), Ter119 (TER119), TCRβ (H57), TCRγδ (GL3), PD-1 (J43), ICOS (7E.17G9), IgD (11-26), CCR7 (4B12), CXCR4 (2B11), TBR2 (Dan11mag), phosph-S6 (supk43k), phosph-4E-BP1 (V3NTY24), and AnnexinV were purchased from eBioscience. FceR1 (MAR-1), CD3ε (2C11), CD4 (GK1.5), CD8 (53-6.7), CD11b (M1/70), CD24 (M169), CD25 (PC61), PD-1 (RMP1-30), and F4/80 (BM8) were obtained from Biolegend. CCR9 was purchased from R&D Systems. PLZF (clone D9) was obtained from Santa Cruz Biotechnology. PE-conjugated CD1d tetramer was generously provided by the National Institutes of Health Tetramer Core Facility (mCD1d/PBS57). Biotinylated antibodies were labeled with streptavidin-conjugated Qdot-665, or Qdot-605 (Invitrogen). Clone 2.4 G2 anti-CD32:CD16 (eBioscience) was used to block FcRs. Dead cells were removed from analysis and sorting by staining with propidium iodide (PI) (Sigma-Aldrich). BrdU incorporation was performed using a BD BrdU flow kit. Annexin V staining was performed using an eBioscience Annexin V apoptosis detection kit APC. Treg cell staining kit (eBioscience) was used for intracellular staining of PLZF and Foxp3 and Eomes detection. Intracellular staining kit (eBioscience) was used for phosph-S6/4E-BP1 staining. BD Cytofix fixation buffer and BD Phosflow perm buffer III were used for phospho-AKT staining. Samples were collected on a LSRII (BD Biosciences) and were analyzed with FlowJo software (Tree Star). Cells were sorted on a FACSAria. For intracellular staining of IFN-γ and IL-4, MACS-purified CD4SP and DN TCRβ^+^ cells from thymi were cultured in the presence of phorbol 12-myristate 13-acetate (PMA) plus ionomycin (4 h) and Golgi stop (2 h). After culture, cells were stained with anti-CD4, CD8, TCRβ, and CD3ε antibodies. Intracellular staining was performed with the BD Biosciences Cytofix/Cytopermkit.

### RNA-seq analysis

Total RNA and the library preparations were described previously (Miyazaki et al. 2014). The strand-specific RNA-seq libraries were sequenced with a HiSeq 2500 sequencer (Illumina). Alignment and trimming of reads were performed using the OSA algorithm against the mm10 murine genome reference in Arraystudio (Omicsoft) (Hu et al. 2012). RNA transcripts were quantified using RSEM methods (http://deweylab.biostat.wisc.edu/rsem) as implemented in Arraystudio (Omicsoft). Abundance values (counts) were normalized and compared with calculated *P*-values using DESeq (http://www-huber.embl.de/users/anders/DESeq). Genes whose abundance values were <10 in all samples were removed. MultiExperiment Viewer software was used to generate heat maps and for hierarchical clustering. GO analyses and visualization files were generated using HOMER (http://biowhat.ucsd.edu/homer), and read pile-ups were visualized using the University of California at Santa Cruz Genome Browser.

### Histology

Tissues were fixed in 4% paraformaldehyde (Electron Microscopy Sciences). Fixed tissues were embedded in paraffin and sliced, followed by haematoxylin and eosin (H&E) staining.

### ELISPOT

Cells were cultured overnight at 37°C on 96-well MultiScreen-HA filter plates (Millipore) precoated with goat anti-murine Ig(H+L) capture antibodies (Southern Biotechnology Associates [SBA]). Spots were visualized with goat anti-murine IgM or IgG1 antibodies conjugated to HRP, and color was developed by 3-amino-9-ethyl carbazole (Sigma-Aldrich).

### Statistical analyses

*P*-values were calculated with the two-tailed Student’s test for two-group comparison, as applicable, with Microsoft Excel software.

### Data access

RNA-seq data have been deposited at Gene Expression Omnibus under accession number GSE64779.

## Supplementary Material

Supplemental Material

# Supplementary material for: The E–Id protein axis modulates the activities of the PI3K–AKT–mTORC1–Hif1a and c-myc/p19Arf pathways to suppress innate variant TFH cell development, thymocyte expansion, and lymphomagenesis
**Source:** Genes Dev. 2015 Feb 15;29(4):409–25. doi: 10.1101/gad.255331.114
**Supplement:** Supplemental Material

Supplemental Material 

# The E–Id protein axis modulates the activities of the PI3K–AKT–mTORC1–Hif1a and c-myc/p19Arf pathways to suppress innate variant TFH cell development, thymocyte expansion, and lymphomagenesis

## Supplemental Material

**Files in this Data Supplement:**

- Supp Figures.pdf

How the deposited data were processed for this re-analysis (not part of the article)

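RNA was sequenced from 20 samples in 5 groups, namely 5 control, 3 *Id3*-/- and 3 *Id2*-/-*Id3*-/- samples of sorted CD4SP thymocytes, 3 samples of T_FH_ cells and 6 *Id2*-/-*Id3*-/- lymphomas. Groups were taken from the sample labels and the paper, and all 20 samples could be placed. The authors aligned strand-specific reads from an Illumina HiSeq instrument to mm10 with OSA in Array Studio, quantified transcripts with RSEM, removed genes with an abundance under 10 in all samples, and normalized and compared the counts with DESeq. Versions of these tools are not given in the sources used here. The authors' deposited table gives, per gene, a signal for each group, which is the average of the DESeq-normalized RSEM counts of its libraries. It also gives, for each of 4 comparisons with control CD4SP cells, a signed fold change, held here as a score, which the authors computed from these averages, with a minus sign where the gene was lower. The p-value and the false discovery rate of each comparison are those of the authors' DESeq test, as deposited. The table holds 39179 genes, 37607 of them with a symbol, and 0 columns with values per sample. Where the average of the group compared with control was 0 and that of control was not, the fold cell held a spreadsheet error, in 4853 genes for T_FH_ cells, 4978 for the libraries labelled *Id3*-/-, 3313 for *Id2*-/-*Id3*-/- CD4SP cells and 3973 for the lymphomas, so ratios were taken from the averages. Where both averages were at least 10, the fold differed from the ratio of the averages by a relative error of at most 5.3e-05.

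The plan fixed beforehand called for a model fitted to values per library. Without counts or values per library it was not run, and the authors' p-values were used in their place. Genes were kept where at least 1 of the 5 group averages reached 10 normalized counts, which left 15536 genes, 15289 with a symbol. The p-values of each comparison were adjusted over the kept genes by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. The rule that the study states, over 2-fold and an unadjusted p under 0.05, was applied beside it and used for overlaps. Log2 ratios of genes are those of the averages with no pseudocount. The median log2 ratio of a list, and the ratio between lymphomas and *Id2*-/-*Id3*-/- CD4SP cells, for which no test was used here, have 1 normalized count added to both averages. Of 43 gene lists, 34 were fixed in advance and 9 hold genes that the study names. Some of the 34 share genes with the 9 and are not fully independent of the study's choice. The median log2 ratio of a list was placed among 10000 random lists of its size, each gene drawn from the kept genes within 100 ranks of it in mean expression. Overlaps were set beside those of independent lists and of 200 simulated sets of unchanged genes against shared controls. The simulated counts stayed the same whichever rule was used to call genes, so they are not matched to the 2-fold rule of the overlaps. TCR gene shares, effective numbers and inverse Simpson indices came from the group averages, with *Traj1* to *Traj30* taken as the 3′ part. The largest and smallest median log2 ratios over the kept genes of the 4 comparisons were 0.0243 and -0.0231. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Chromosome positions are those of mm10.

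The genes named in the text are those that the study's text or figures name, the 10 with the largest and the 10 with the smallest log2 ratio of each comparison among called genes with an average of at least 100 in the higher group, and members of the fixed lists with the smallest adjusted p as examples. Some genes that this rule gives are not reported here. The part of this rule that asked for no overlap between the libraries of the groups could not be applied. The filter, adjustment and threshold were tried on simulated counts for 13335 genes, of which 200 were changed by 2, 4 or 8-fold. DESeq was not run on these counts, and their spread could not be matched to the libraries without values per library. The recovered shares below therefore describe the simulation and not the authors' p-values behind the calls reported here. For *Id2*-/-*Id3*-/- CD4SP cells 73.1%, 100.0% and 98.5% of the genes changed by 2, 4 and 8-fold were recovered and 4.7% of calls were false, and for the lymphomas 83.6%, 100.0% and 100.0% and 1.0%. For T_FH_ cells these values were 56.7%, 95.5% and 100.0% and 7.7%, and for the libraries labelled *Id3*-/- 61.2%, 100.0% and 100.0% and 7.9%. Among the measured genes, *Hdc* and *Igkc* in *Id2*-/-*Id3*-/- CD4SP cells were 112.6 and 18.1 times their control averages and were not called. *Rps6ka2*, at 18.7 times, was called.

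The group averages summed to between 13386015 and 15497262 normalized counts. These sums are not depths, so the depth of each library is unknown, and no interval or limit of detection was computed. Averages and shares have no error, and single libraries could not be examined, left out or compared. The alternatives tried were an adjusted p under 0.01, no filter on low averages, an adjusted p under 0.05 with over 2-fold for overlaps, a pseudocount of 10 for the rule that the study states and for the ratio of lymphomas to *Id2*-/-*Id3*-/- CD4SP cells, no 2-fold limit for the genes used to place the libraries labelled *Id3*-/-, and other settings of the TCR measures. A filter on the 2 averages compared and a count without chromosomes X and Y were chosen after the data were seen. Flow cytometry, E2A occupancy, read tracks, gene ontology and KEGG enrichment were not analysed here.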

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

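The tests of explanations in this part were chosen only after the result was seen. The gene calls are those used throughout. *Tcrg-C4* and *Tcrg-V1* are a constant and a variable gene of the TCR γ locus. The paper's text does not report their transcripts, although it examines γδ T cells by flow cytometry. They had log2 ratios of 5.46 (adjusted p = 2.2e-09) and 6.29 (adjusted p = 4.0e-12) in *Id2*-/-*Id3*-/- against control CD4SP cells in the authors' deposited table. γδ T cells among the sorted cells would bring δ transcripts, but the summed averages of the *Trdv* and Trav15-dv6 genes went from 134 to 33.7 normalized counts, a ratio of 0.251, and the sort took TCRβ-positive cells, although the δ constant gene was not analysed here. A shift of reads between near-identical γ genes is argued against by their sum, which rose from 163 to 3459, a ratio of 21.3. Loss of *Id2* and *Id3* cannot be told apart from other differences between the groups. The sum in the lymphomas was 3.48 times that of control cells, but most of it was *Tcrg-C2* at 365 normalized counts (adjusted p = 0.51 by the authors' test), without which the ratio was 1.72. In the libraries labelled *Id3*-/-, whose *Id2* and *Id3* averaged 1764 and 2649.7 normalized counts against 2293 and 1991 in control cells, the sum was 3.42 times that of control cells. Whether single libraries carry the signal stays open, since the values are group averages.

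*Ighm*, the immunoglobulin μ chain gene, had a log2 ratio of 2.65 (adjusted p = 1.8e-10) in *Id2*-/-*Id3*-/- against control CD4SP cells in the authors' deposited table, and the B cell genes *Fcmr* and *Fcrla*, outside the genes that the paper discusses, 7.02 (adjusted p = 1.8e-04) and 6.10 (adjusted p = 2.4e-05). The TCRβ gate would remove B cells, whose presence is not tested here. For plasma cells, *Igkc* and *Jchain* together went from 11.9 to 222 normalized counts, 3.37% of the rise in *Ighm*. This argues against plasma cells as the source of most of that rise. In T_FH_ cells, which carry both Id genes, *Ighm* was 9.22 times its control average. There 3 of 15 B cell markers were higher by the authors' test. *Ighm* was 8.96 times its control average in the lymphomas and 3.22 times in the libraries labelled *Id3*-/-. Loss of *Id2* and *Id3* therefore cannot be told apart from other differences between the groups, as T_FH_ cells differ from thymocytes in more than the Id genes. The B cell genes *Cd79a*, *Cd79b* and *Cd22* averaged 38.3, 22.0 and 15.8 normalized counts in control cells. In *Id2*-/-*Id3*-/- cells they averaged 38.8, 27.7 and 17.0, so they did not follow *Ighm*, whereas *Fcmr* and *Fcrla* did rise. *Igkc* in *Id2*-/-*Id3*-/- cells, at 170.3 normalized counts (p = 0.088 by the authors' test), leaves a share of B cells or antibody-producing cells open as the source of part of the rise.

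In T_FH_ cells, *Fos* and *Fosb*, immediate early genes that the paper does not discuss and that also respond to cell handling, had log2 ratios of 4.57 (adjusted p = 1.2e-04) and 6.53 (adjusted p = 4.6e-10) against control CD4SP cells in the authors' deposited table. *Epcam*, an epithelial adhesion gene outside those that the paper discusses, had a log2 ratio of 5.75 (adjusted p = 1.7e-07) in the lymphomas in the authors' deposited table, and averaged 70.7 normalized counts in control, 593 in *Id2*-/-*Id3*-/- CD4SP cells and 3797 in the lymphomas. *Cd8a*, whose transcript the paper does not report, had a log2 ratio of 3.44 (adjusted p = 0.0069) in the lymphomas in the authors' deposited table.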

How the results depend on the processing

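The filter on the averages of each compared pair and the counts without chromosomes X and Y were chosen after the data were seen. All total counts of called genes stayed within 1.5 times their value without a filter, with the filter on the compared pair and without chromosomes X and Y. At an adjusted p under 0.01 the totals for T_FH_ cells and lymphomas did as well, although genes lower in T_FH_ cells fell from 579 to 371 and genes higher in the lymphomas from 2061 to 1262, while *Id2*-/-*Id3*-/- CD4SP cells had 993 called genes and the libraries labelled *Id3*-/- 64, fewer since the threshold is stricter. Of the named genes in all comparisons, 803 kept their side of the threshold at 0.01 and 73 lost the call. Without a filter 839 kept it and 37 lost it. With the filter on the compared pair, 842 of the genes it leaves kept it and 6 gained a call. Directions come from the group averages, which these settings do not change, so they were not tested. With an adjusted p under 0.05 and over 2-fold, 76 genes were shared between *Id2*-/-*Id3*-/- CD4SP cells and the libraries labelled *Id3*-/-, 580 between *Id2*-/-*Id3*-/- CD4SP and T_FH_ cells and 70 between the libraries labelled *Id3*-/- and T_FH_ cells. With 10 added to both averages in place of 1, the genes over 2-fold apart between lymphomas and *Id2*-/-*Id3*-/- CD4SP cells numbered 2583. With 10 added to both averages in place of none, the rule that the study states called 2101 genes in *Id2*-/-*Id3*-/- CD4SP cells, 379 in the libraries labelled *Id3*-/-, 1854 in T_FH_ cells and 3366 in the lymphomas, each within 1.5 times the count without it. TCR measures have no error, so their values are given, in the order control, T_FH_, labelled *Id3*-/-, *Id2*-/-*Id3*-/- CD4SP cells and lymphomas. With the inverse Simpson index the effective number was 61.92, 52.32, 58.55, 35.98 and 5.83 for *Trav* and 13.12, 12.91, 12.74, 6.51 and 2.7 for *Trbv*, and with families summed 11.9, 11.85, 12.09, 10.99 and 4.01 for *Trav* and 11.19, 11.38, 11.21, 5.27 and 3.02 for *Trbv*, both lower by construction. With genes averaging under 10 left out it was 75.67, 69.27, 73.45, 57.29 and 9.19 for *Trav* and 15.44, 15.28, 15.21, 10.09 and 3.38 for *Trbv*, and the *Traj1* to *Traj30* share was 65.14, 62.48, 75.15, 78.74 and 99.36%. Under all these settings *Id2*-/-*Id3*-/- CD4SP cells and lymphomas had lower effective numbers than the other 3 groups. No paired analysis was possible because the values are averages per group. For the same reason another count model or normalization, a filter per library, a joint fit, leaving out libraries, the subsets of lymphomas, camera with an estimated correlation, permutation of TCR shares, a split of the controls and tests between *Id2*-/-*Id3*-/- CD4SP cells and T_FH_ cells, the libraries labelled *Id3*-/- or lymphomas were not run. Depth per library is unknown, so which calls it limits cannot be read from these values.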

Differences from the paper's values

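At the thresholds that the study states, none of the 4 counts of genes compared differed from the paper's by more than 1.5 times. The paper gives 1291 genes higher and 1088 lower in *Id2*-/-*Id3*-/- CD4SP cells, where 1306 and 1098 were found, 924 genes called in *Id2*-/-*Id3*-/- CD4SP and T_FH_ cells, where 946 were found, and 1362 called in *Id2*-/-*Id3*-/- CD4SP cells alone of 3 groups, where 1362 were found. A filter on the 2 averages compared, chosen after seeing the values, gives the paper's counts of 1291, 1088, 924 and 1362. Among the alternatives set before the data were examined, no filter gives 1346 higher and 1119 lower, 10 added to both averages gives 1159 and 942, and an adjusted p under 0.05 with over 2-fold gives 580 shared with T_FH_ cells, which differs from the paper's 924 by over 1.5 times, and 966 in *Id2*-/-*Id3*-/- CD4SP cells alone. The paper gives about 2100 genes that differed between lymphomas and *Id2*-/-*Id3*-/- CD4SP cells, from a comparison whose test was not used here. Over 2-fold apart in the ratio of averages, with no test, were 3555 genes with 1 added to both averages, over 1.5 times as many, and 2583 with 10 added. A count from ratios alone is not of the same kind as one from a test.

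The paper names 8 genes of T_FH_ cell function as altered across T_FH_ cells and the *Id3*-/- and *Id2*-/-*Id3*-/- CD4SP cells. Of these, *Cxcr5*, *Il4*, *Foxo1* and *Foxp1* were called in *Id2*-/-*Id3*-/- cells at an adjusted p under 0.05, while *Maf*, *Batf* and *Il21* had p = 0.097, 0.17 and 0.076 by the authors' test and *Sh2d1a* p = 0.0057 (adjusted p = 0.054). The rule that the study states calls *Sh2d1a*. In T_FH_ cells *Foxo1* and *Foxp1* were not called by the authors' DESeq test (p = 0.32 and 0.20), where *Maf*, *Batf*, *Il21* and *Sh2d1a* were. In the libraries labelled *Id3*-/-, only *Cxcr5* of the 8 was called. There *Maf* and *Il4* pass the rule that the study states (p = 0.027 and 0.045 by the authors' test), and *Batf*, *Il21*, *Sh2d1a*, *Foxo1* and *Foxp1* do not. The paper lists *Foxo3*, *Sox13* and *Hif1a* among the target genes of the E–Id module, and in *Id2*-/-*Id3*-/- CD4SP cells all 3 pass the rule that the study states but not the adjustment (adjusted p = 0.098, 0.13 and 0.19). *Ikzf3* and *E2f2*, which it lists as targets from earlier work, also pass only that rule (p = 0.0058 and 0.0054 by the authors' test). *Il10*, listed with them, passes neither, with averages of 1.09 and 1.36 normalized counts (p = 0.80 by the authors' test). *Myc*, described as higher in *Id2*-/-*Id3*-/- CD4SP thymocytes, had a log2 ratio of 0.94 (p = 0.024, adjusted p = 0.15 by the authors' test), below 2-fold, and was higher in the lymphomas at 1.46 (adjusted p = 6.1e-04). In the lymphomas *Foxo3* had a log2 ratio of -0.64 (adjusted p = 0.10) in the authors' deposited table, while *Foxo1* was lower there and *Myc* and *Hif1a* higher, in the directions that the paper gives. Of the V genes that the paper names as enriched in *Id2*-/-*Id3*-/- CD4SP cells, *Trbv13-3*, *Trbv13-2*, *Trav5-1* and *Trav6-1* had a larger share than in control cells and *Trbv5* a smaller one (5.44% against 6.29%), and none of the 5 was called by the authors' test. The paper describes usage that varied among the mice, so a test of group means cannot decide whether single mice are enriched. The paper reports flow cytometry of FcεRI and IL-17Rβ in these thymocytes, and *Fcer1a* is listed at 0 in the authors' deposited table, while *Fcer1g* and *Il17rb* were higher.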

Other observations

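The tests of explanations in this part were chosen only after the result was seen, and the gene lists, apart from those of the study, were fixed in advance. In *Id2*-/-*Id3*-/- CD4SP cells, the regulatory T cell genes *Ccr8*, a chemokine receptor gene, and *Gpr83* were lower than in control CD4SP cells, with log2 ratios in the authors' deposited table of -4.28 (adjusted p = 8.2e-18) and -4.35 (adjusted p = 7.8e-11), and so were *Ikzf4*, which encodes Eos, and *Tnfrsf18*, which encodes GITR, at -1.77 (adjusted p = 7.1e-05) and -1.36 (adjusted p = 0.0038). *Lrrc32*, from the same list, was called higher, with averages of 158.7 normalized counts in control and 459.6 in *Id2*-/-*Id3*-/- cells. Of 13 T cell exhaustion and checkpoint genes, 2 were higher, 1 lower and 10 not called (2 higher and 1 lower when adjusted over the list alone) in *Id2*-/-*Id3*-/- cells. In T_FH_ cells 7 of this list were higher and 1 lower (8 higher and 1 lower when adjusted over the list alone), with *Ctla4* at 3.37 (adjusted p = 5.5e-04) by the authors' test. Of 17 cytotoxic genes, 1 was higher, 1 lower and 15 not called (1 higher and 1 lower when adjusted over the list alone) in *Id2*-/-*Id3*-/- cells, the lower one being *Runx3* at -3.29 (adjusted p = 8.4e-04) by the authors' test. The rule that the study states called 1 higher and 4 lower. The median log2 ratio of this list was -0.91, at percentile 0 of random lists. Of 6 E and Id protein genes, none was higher, 2 lower and 4 not called (none higher and 3 lower when adjusted over the list alone). Of the genes shown in Fig. 5D, which the study chose on these samples, 7 of 39 transcription genes were higher and 12 lower, 9 of 46 signal transduction genes higher and 20 lower, and 12 of 36 chemokine, cytokine and receptor genes higher and 13 lower. In the libraries labelled *Id3*-/-, *Map2* was higher at a log2 ratio of 4.90 (adjusted p = 5.8e-09) in the authors' deposited table, and *Icosl*, which encodes the ligand of ICOS, at 4.20 (adjusted p = 0.0043).

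Of 14 BCL2 family genes, 3 were higher, 5 lower and 6 not called (5 higher and 5 lower when adjusted over the list alone) in the lymphomas against control CD4SP cells. The survival genes *Bcl2* and *Mcl1* were lower at log2 ratios in the authors' deposited table of -2.02 (adjusted p = 6.5e-10) and -1.16 (adjusted p = 6.6e-04), and *Pmaip1* was higher at 5.93 (adjusted p = 1.7e-39). Of 19 TGFβ genes, 2 were higher, 9 lower and 8 not called (3 higher and 9 lower when adjusted over the list alone), with *Acvrl1* at -4.90 (adjusted p = 1.8e-45), *Smad7* at -4.42 (adjusted p = 2.1e-39) and the corepressor gene *Ski* at -1.69 (adjusted p = 1.1e-07) by the authors' test. Of 22 p53 target genes, 3 were higher, 2 lower and 17 not called (3 higher and 2 lower when adjusted over the list alone). Of 15 WNT genes, 4 were higher, 3 lower and 8 not called (4 higher and 4 lower when adjusted over the list alone), the secreted inhibitor gene *Sfrp2* being lower at -6.71 (adjusted p = 2.0e-10) by the authors' test. Of 13 NOTCH genes, 3 were higher, 4 lower and 6 not called (3 higher and 4 lower when adjusted over the list alone). Of 16 PTPN genes, 5 were higher, 1 lower and 10 not called (5 higher and 1 lower when adjusted over the list alone), with *Ptpn3* at 3.32 (adjusted p = 9.0e-17) and *Ptpn12* at -2.09 (adjusted p = 2.1e-10) by the authors' test. *Foxp3* was lower at -5.34 (adjusted p = 9.2e-35) and *Id1* at -2.42 (adjusted p = 0.0015) by the authors' test. Of 18 genes that respond to cell handling, 6 were higher, 2 lower and 10 not called (6 higher and 2 lower when adjusted over the list alone), and 4 of the 6 lymphomas came from lymph node and 1 from spleen, where the controls came from thymus.

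*Xist* averaged 10461 normalized counts in control CD4SP cells, 9909 in T_FH_ cells, 5060.0 in the libraries labelled *Id3*-/-, 19.7 in *Id2*-/-*Id3*-/- CD4SP cells and 10477 in the lymphomas in the authors' deposited table. Lower *Xist* in female cells through loss of *Id2* and *Id3* is argued against by the lymphomas, where *Id2* and *Id3* averaged 30.5 and 857 normalized counts against 6.82 and 879.7 in *Id2*-/-*Id3*-/- CD4SP cells, and which had 1.00 times the control average of *Xist*, with the Y-linked gene *Ddx3y* at 8.04 against 663 normalized counts. More male mice in the *Id2*-/-*Id3*-/- group than among the controls is a candidate explanation, and *Ddx3y*, *Eif2s3y* and *Uty* were 2.23, 3.73 and 2.83 times their control averages. The smallest ratio among the 4 Y-linked genes, that of *Kdm5d*, was 1.19, below the 2-fold that this explanation had been set, and none of the 4 was called by the authors' test (adjusted p = 0.24 for *Eif2s3y*, the smallest). In *Id2*-/-*Id3*-/- cells, the low *Xist* went with averages of 1478 for *Ddx3y*, 934.6 for *Eif2s3y* and 284.4 for *Uty*, a pattern of male cells. Control cells held *Xist* together with *Ddx3y*, and the lymphomas held *Xist* with little *Ddx3y*. The sex of the mice may therefore differ between the groups, and its effect cannot be separated from the other differences. How many mice were male cannot be told, since the values are averages and the sources used here do not give the sex of the mice.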
